# Discovery of Herbacetin as a Novel SGK1 Inhibitor to Alleviate Myocardial Hypertrophy

**DOI:** 10.1002/advs.202101485

**Published:** 2021-11-10

**Authors:** Shujing Zhang, Yingchao Wang, Min Yu, Ye Shang, Yanxu Chang, Hong Zhao, Yu Kang, Lu Zhao, Lei Xu, Xiaoping Zhao, Dario Difrancesco, Mirko Baruscotti, Yi Wang

**Keywords:** herbacetin, myocardial hypertrophy, *Rhodiola* species, SGK1, traditional Chinese medicine

## Abstract

Cardiac hypertrophy is a pivotal pathophysiological step of various cardiovascular diseases, which eventually leads to heart failure and death. Extracts of *Rhodiola* species (Ext.R), a class of commonly used medicinal herbs in Europe and East Asia, can attenuate cardiac hypertrophy both in vitro and in vivo. Serum/glucocorticoid regulated kinase 1 (SGK1) is identified as a potential target of Ext. R. By mass spectrometry‐based kinase inhibitory assay, herbacetin (HBT) from Ext.R is identified as a novel SGK1 inhibitor with IC_50_ of 752 nmol. Thermal shift assay, KINOMEscan in vitro assay combined with molecular docking proves a direct binding between HBT and SGK1. Site‐specific mutation of Asp177 in SGK1 completely ablates the inhibitory activity of HBT. The presence of —OH groups at the C‐3, C‐8, C‐4’ positions of flavonoids is suggested to be favorable for the inhibition of SGK1 activity. Finally, HBT significantly suppresses cardiomyocyte hypertrophy in vitro and in vivo, reduces reactive oxygen species (ROS) synthesis and calcium accumulation. HBT decreases phosphorylation of SGK1 and regulates its downstream forkhead box protein O1 (FoxO1) signaling pathway. Taken together, the findings suggest that a panel of flavonoids structurally related to HBT may be novel leads for developing new therapeutics against cardiac hypertrophy.

## 1 Introduction

Cardiac hypertrophy is an adaptive process characterized by thickening of the left ventricular wall in response to various intrinsic and extrinsic stimuli. The adaptive hypertrophy helps to reduce hypervolemic stress and maintain cardiac function,^[^ ^1^, ^2^ ^]^ however, this process is limited and will lead to heart failure in the presence of prolonged stress as a consequence of pathological remodeling. Heart failure is a leading cause of mortality and morbidity globally and is the most common cardiovascular reason for hospital admission in populations older than 60 years of age.^[^ ^3^ ^]^ Accompanying pathological cardiac hypertrophy are characterized by increases in cardiomyocyte size, protein synthesis, interstitial fibrosis, and cardiomyocyte death, which are usually preceding pathological events for heart failure and sudden death. The development of cardiac hypertrophy is associated with increased proinflammatory cytokines, hemodynamic overload, myocardial damage, and progressive cardiomyocyte loss, which results in cardiac hypoxia and fibrosis remodeling, and eventually heart failure.^[^ ^4^ ^]^ Many signaling pathways are related to the pathophysiology of cardiac hypertrophy including: the renin‐angiotensin‐aldosterone system (RAAS), the phosphatidylinositol 3‐kinase (PI3K)/Akt pathway, and the mTOR pathway.^[^ ^5^, ^6^ ^]^ Furthermore, studies have revealed essential roles for reactive oxygen species (ROS)^[^ ^7^ ^]^ and the dysregulation of calcium handling^[^ ^8^ ^]^ in cardiac hypertrophic signaling. First‐line treatment of cardiac hypertrophy or heart failure includes angiotensin‐converting enzyme inhibitors or angiotensin II type I receptor blockers (ACE/ARBs), *β*‐blockers, diuretics, and mineralocorticoid receptor antagonists.^[^ ^9^ ^]^ Sodium‐glucose cotransporter 2 (SGLT2) inhibitors and vericiguat (a soluble guanylyl cyclase stimulator) have also been recently proved to improve patients outcomes.^[^ ^10^, ^11^ ^]^ Since complicated mechanisms and pathological processes are involved in the irreversible maladaptive changes during the process of heart failure and remodeling, no simple therapeutic approach is adequate for its prevention or clinical treatment. The discovery of novel therapeutic targets and new drugs for heart failure is still a hot spot in cardiovascular medicine.

Extracts of *Rhodiola* Species (Ext.R) is a remarkable representative of natural products for alleviating cardiovascular illnesses. *Rhodiola* species was classified as a traditional herbal medicinal product by the European Medicines Agency Committee on Herbal Medicinal Products. In a number of European and Asian countries, Ext.R has a long history of bolstering immunity, ameliorating altitude sickness, fighting aging, and reducing burnout in patients with fatigue syndrome. Moreover, clinical studies reported that Ext.R could relieve the symptoms of ischemic heart disease, such as angina pectoris,^[^ ^12^ ^]^ and decrease hypoxia‐induced oxidative stress.^[^ ^13^ ^]^ The major constituents of Ext.R include phenylethanoids, phenylpropenoids, monoterpene glycosides, as well as some flavonoids. However, the effects and the underlying molecular mechanisms of Ext.R on cardiac hypertrophy have not yet been systematically investigated.

Serum/glucocorticoid regulated kinase 1 (SGK1) was thought to play a critical role in maintaining mitochondrial function and cell health. Loss of SGK1 function shortened the lifespan in C. elegans by increasing mitochondrial permeability.^[^ ^14^ ^]^ Inhibition of SGK1 suppressed oncogenic transformation.^[^ ^15^ ^]^ SGK1 was also an important mediator of differentiation of the colorectal cells and inhibited colorectal cancer metastasis.^[^ ^16^ ^]^ SGK1 was first implicated in the development of hypertrophy by Rosenzweig A et al. in 2005.^[^ ^17^ ^]^ The expression of SGK1 in heart tissue is activated in animal models of chronic heart failure and human dilated cardiomyopathy. Cardiac‐specific activation of SGK1 in mice increased mortality rate as well as the incidence of cardiac dysfunction and ventricular arrhythmias, whereas SGK1 inhibition protected mice from fibrosis, heart failure, and sodium channel alterations.^[^ ^18^ ^]^ Although there are commercially available SGK1 inhibitors, i.e., EMD638683 and GSK650394, the discovery of safer and highly specific SGK1 inhibitors with improved pharmacological properties gains great interest in the development of drugs for treating cardiac dysfunction and other associated diseases. However, there is lack of appropriate approach for screening SGK1 inhibitors.

In the present study, we reported Ext.R attenuated pressure‐induced cardiac hypertrophy via inhibiting SGK1 phosphorylation for the first time. A mass spectrometry based assay was developed to evaluate SGK1 activity and screen SGK1 inhibitors from Ext.R. A panel of structurally related flavonoids including herbacetin (HBT) were identified as novel SGK1 inhibitors. Thermal shift assay, KINOMEscan in vitro assay combined with molecular docking were used to reveal the binding domain of HBT and SGK1, and the pharmacological mechanism of HBT against cardiac hypertrophy was further studied.

## 2 Results

### 2.1 Ext.R Protects Mice from TAC‐Induced Cardiac Hypertrophy

It is unknown whether Ext.R could directly modulate cardiac hypertrophy. To address this question, we examined the effects of Ext.R on a mouse hypertrophy model subjected to transverse aortic constriction (TAC) for 28 days. Ext.R was administered to TAC mice on the second day after surgery, and maintained by one administration per day for 4 weeks (**Figure** **1**A). TAC induction resulted in significant cardiac hypertrophy compared to mice in the sham group, as estimated by heart weight to tibia length ratio (HW/TL). Ext.R treatment significantly reversed the change in HW/TL by TAC modeling (Figure 1B). The expression of N‐terminal prohormone of brain natriuretic peptide (NT‐proBNP), a diagnostic marker for left ventricular systolic dysfunction/heart failure, was also elevated in the TAC model group and later suppressed by Ext.R treatment (Figure 1C). Moreover, multiple cardiac function‐related echocardiographic parameters were significantly improved in the Ext.R‐treated group compared to the model group, including: left ventricular (LV) mass index, interventricular septal thickness at systole and diastole (IVS; s, IVS; d) (Figure 1D–F). Since interstitial fibrosis is a hallmark of maladaptive cardiac hypertrophy,^[^ ^19^ ^]^ we also analyzed the degree of myocardial fibrosis in the mice. Indeed, TAC surgery resulted in marked accumulation of fibrosis in the interstitial space, as well as increased expression of alpha‐smooth muscle actin (*α*‐SMA) and collagen‐3 (Col‐3) in cardiac tissues. These changes were all dramatically inhibited by Ext.R administration (Figure 1G,H). In addition, the expressions of antiapoptotic protein B‐cell lymphoma‐extra large (Bcl‐xL) and antioxidant enzyme superoxide dismutase‐2 (SOD2) were increased following Ext.R treatment, suggesting a potential antiapoptotic and antioxidant mechanisms of Ext.R‐mediated cardiac protection. Collectively, these results suggested that Ext.R was capable of blocking the cardiac hypertrophic response induced by TAC in mice.

**Figure 1:**
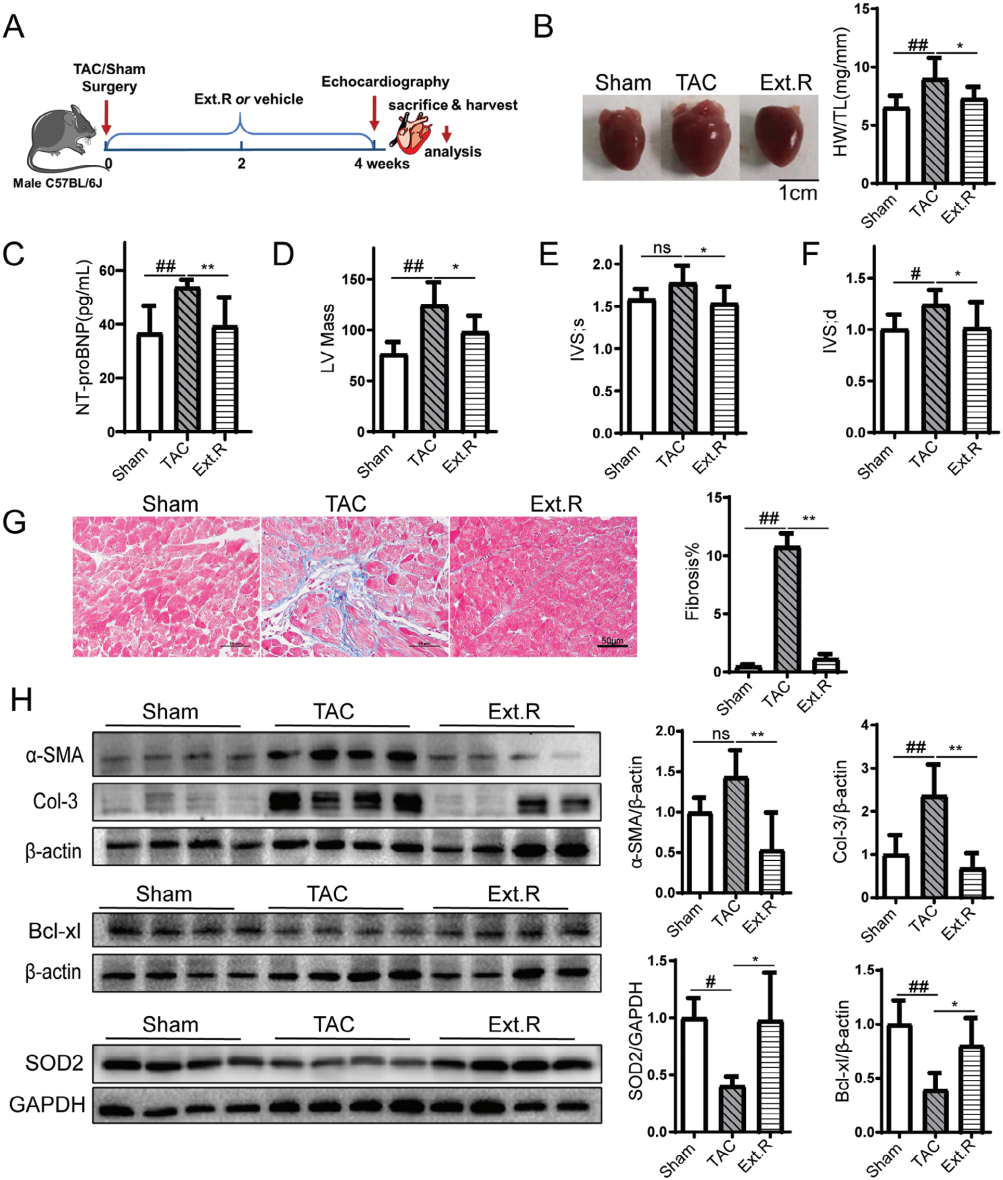
Ext.R blocks cardiac hypertrophic responses in vivo. A) Schedule of animal treatments. Mice were subjected to TAC for 4 weeks in the presence or absence of Ext.R. The mice were divided into three groups: Control (Sham), Model (TAC), and TAC mice treated with Ext.R (Ext.R), *n* = 8 for each group. B) Whole heart images and heart weight/tibia length ratio (HW/TL) of Sham, TAC, and TAC mice treated with Ext.R, *n* = 8 for each group. C) Serum NT‐proBNP levels were measured by ELISA, *n* = 8 for each group. D−F) Echocardiography assessments of cardiac function were performed in different groups. The calculation of cardiac function included: left ventricular (LV) mass index, interventricular septal thickness at systole and diastole (IVS; s, IVS; d), *n* = 8 for each group. G) Sections of hearts stained with Masson's trichrome to detect fibrosis (blue) and quantification of cardiac fibrosis in different groups of mice, *n* = 3 for each group. For each slice, 3 fields of view were randomly selected for analysis, Scale bar, 50 µm. H) Protein levels of fibrosis indices (*α*‐SMA and collagen‐3), antiapoptotic protein (Bcl‐xL), and antioxidant enzyme (SOD2) were determined by performing western blot analysis, *n* = 4 for each group. All data were analyzed using one‐way ANOVA and were expressed as means ± SD, #*p* < 0.05, ##*p* < 0.01 versus Sham group, *p < 0.05, **p < 0.01 versus TAC group.

We also treated Sham mice with saline or Ext.R, respectively. As shown in Figure S1 (Supporting Information), there is no effect of Ext.R on heart weight (Figure S1B, Supporting Information), cardiac function (Figure S1C,D, Supporting Information), cardiac histopathology (Figure S1E, Supporting Information), and the phosphorylation level of SGK1 (Figure S1F, Supporting Information) in Sham group. In addition, there were no significantly differences in serum level of regular biomarkers between Sham mice treated with saline and Ext.R. Interestingly, alkaline phosphatase (ALP) level was decreased by Ext.R treatment (Figure S2, Supporting Information), which needs to be further investigated.

### 2.2 Bioinformatic Profiling Revealed that Ext.R Regulated the Forkhead box protein O1 (FoxO1) Signaling Pathway and Identified SGK1 as a Potential Target

To identify the downstream targets of Ext.R‐mediated cardiac protection, we leveraged the online Connectivity Map database (CMAP, Broad/MIT),^[^ ^20^ ^]^ which stores 1.5 million gene expression profiles derived from ≈5000 small‐molecule compounds and 3000 genetic reagents (http://www.broadinstitute.org/cMAP/). By comparing gene expression profile regulated by Ext.R with those of known compounds recorded in CMAP, we can speculate its possible pharmacological mechanism. 

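Gene expression was measured in MCF-7, a human breast cancer cell line that expresses the estrogen receptor, on 3 arrays from cells given the Rhodiola extract (Extract 1 to 3) and 3 arrays from cells without it (Ctrl 1 to 3), all after 6 h. The arrays were Affymetrix human genome arrays, on which short probes grouped into probe sets report the level of a transcript. The sample labels give the treatment as hongjingtian, the Chinese name of Rhodiola, at a dilution of 1 in 10, and describe the controls as sham washed, whereas the paper describes vehicle controls and 3 independent experiments. The authors deposited log2 expression values for 54613 probe sets on each array, normalized between arrays with a method not given in the sources used here. The median of an array ranged from 5.85 to 5.92 on this log2 scale. Arrays have no read depth, so their number limits the precision of each value. A probe set was named where the array's annotation gave it 1 gene symbol, which held for 41091 probe sets, while 1801 had several symbols and 11721 had none listed. For results per gene, the probe set with the highest mean over the 6 arrays stood for its gene, which left 19775 genes. The extract was compared with Ctrl by limma on the log2 values with Benjamini-Hochberg adjustment, and a probe set or gene was called at an adjusted p under 0.05 and a fold of at least 2, the thresholds of the methods. A set of 21 gene lists was tested with camera, a test of whether the genes of a list shift against all other genes, at a preset correlation of 0.01 between genes. The lists were fixed before the data were examined, but after Table S1 of the paper had been read. That table holds calls from these same arrays. Neither the camera results nor counts of list members among called genes are therefore independent evidence for a list. The choice of the probe set that stands for a gene, the prior for the spread, the fold minimum and the normalization could each change the numbers.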

Since most gene expression data in CMAP were derived from the breast cancer cell line (MCF‐7) or cervix cancer cell line (HeLa), we conducted microarray‐based transcriptional profiling using the MCF‐7 with or without Ext.R treatment (**Figure** **2**A). 

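After 6 h with the extract, the largest rises in MCF-7 cells were those of CYP1A1, HMOX1, ATF3 and SLC7A11, of which ATF3 depended on Extract 1 for its place. CYP1A1, a cytochrome P450 enzyme that oxidizes aromatic compounds, rose 20.4-fold, a log2 fold change of 4.35 (standard error 0.31, adjusted p = 8.5e-04 from limma, n = 3 arrays per group). HMOX1, which breaks down heme, rose 8.71-fold (log2 fold change 3.12, standard error 0.17, adjusted p = 3.1e-04 from limma), and SLC7A11, the cystine carrier that feeds glutathione synthesis, rose 5.56-fold (log2 fold change 2.48, standard error 0.27, adjusted p = 0.0033 from limma). The largest falls were in SOX2, a transcription factor of stem cells (log2 fold change −2.31, standard error 0.27, adjusted p = 0.0045 from limma), and in TNFSF10, the death ligand TRAIL. Across all probe sets, 103 were higher and 243 were lower with the extract, and per gene 42 were higher and 93 were lower.
The 12 largest rises also included ATF3 (log2 fold change 2.58), TIPARP (2.08), DDIT3 (1.99), RASD1 (1.92), CYP24A1 (1.90), CYP1B1 (1.82), ALDH1A3 (1.82), GDF15 (1.72) and RGCC (1.71). ATF3 and DDIT3 encode stress-induced transcription factors, CYP24A1 inactivates vitamin D, and ALDH1A3 makes retinoic acid. Besides SOX2 and TNFSF10, the 12 largest falls were in EPHA3 (log2 fold change −1.96), MMP16 (−1.85), IKZF2 (−1.80), SLC1A2 (−1.80), PCDH10 (−1.79), LOC102724851 (−1.72), TACC1 (−1.64), ADCY1 (−1.60), LINC00342 (−1.60) and CMAHP (−1.59). ADCY1 is an adenylate cyclase, which makes cyclic AMP, and SLC1A2 is a glutamate carrier. CMAHP had a log2 fold change of 0.19 when probe sets whose names end in _x_at or _s_at were left out, since another probe set then stood for it. ATF3 had a log2 fold change of 1.79 without Extract 1, and 3.00 without Extract 2. Without Extract 1 it lay below SLC7A11 (2.70), ALDH1A3 (2.31), TIPARP (1.98) and CYP1B1 (1.98), among others. The call of ATF3 or RASD1 was lost without Ctrl 1, Ctrl 2 or Ctrl 3 (adjusted p from limma of 0.076 to 0.113 for ATF3 and 0.057 to 0.114 for RASD1). Their spread lay in the extract arrays (SD 1.36 against 0.14 in Ctrl for ATF3, and 0.94 against 0.27 for RASD1). The lowest adjusted p from limma on leaving out 1 array was 6.1e-04 for ATF3 and 0.0037 for RASD1, against 0.0334 and 0.0294 with all arrays. The call of CYP24A1 was lost without Ctrl 2, Extract 2 or Extract 3 (0.080 to 0.087), that of ALDH1A3 without any array but Extract 1 (0.080 to 0.107), and those of EPHA3 (0.092 to 0.093), IKZF2 (0.0756 to 0.076) and PCDH10 (0.058 to 0.063) without Ctrl 2 or Ctrl 3, and that of TNFSF10 without any array but Ctrl 1 (0.060 to 0.102). A trend and robust prior in limma ended the calls of ATF3, RASD1, CYP24A1, ALDH1A3, TNFSF10 and EPHA3 (0.064 to 0.114), leaving out probe sets ending in _x_at or _s_at those of ATF3, EPHA3, GDF15 and RGCC (0.138 to 0.698), and the mean of all probe sets those of ATF3, ALDH1A3 and SLC1A2 (0.059 to 0.073).
Of 9 genes induced by the aryl hydrocarbon receptor, 4 rose (CYP1A1, CYP1B1, TIPARP and NFE2L2) and none fell, with 5 higher when adjusted over the list alone. The list was higher by camera at an adjusted p of 1.9e-05, and at an adjusted p of 0.093 with an estimated correlation. Of 29 antioxidant genes of NRF2, 13 rose and none fell, with 16 higher when adjusted over the list alone. Besides HMOX1 and SLC7A11 they included OSGIN1 (log2 fold change 1.25, standard error 0.09) and SRXN1, which repairs oxidized peroxiredoxins (1.10, standard error 0.08), both at an adjusted p under 0.05 from limma. This list was higher by camera at an adjusted p of 3.1e-10, and at an adjusted p of 0.036 with an estimated correlation. Of 36 genes of the ATF4 integrated stress response, 21 rose and 1, ATF5, fell by 0.82 on the log2 scale, with 30 higher and 1 lower when adjusted over the list alone. Amino acid carriers SLC7A5 (log2 fold change 1.05) and SLC3A2 (0.83) and the cysteine-making enzyme CTH (0.88) were among those that rose. The camera test gave an adjusted p of 7.0e-19 for this list, and an adjusted p of 0.114 with an estimated correlation. Of 33 genes of cell division, 18 fell and none rose, with 28 lower when adjusted over the list alone. The kinesin CENPE (log2 fold change −0.85), the proliferation marker MKI67 (−0.73), CENPF (−0.69) and the protease ESPL1, separase (−0.60), fell, and for the list camera gave an adjusted p of 1.3e-20, and an adjusted p of 0.114 with an estimated correlation. ESPL1 had an adjusted p of 0.0505 from limma without Ctrl 2, and CENPF 0.415 without probe sets ending in _x_at or _s_at and 0.0679 by the mean of its probe sets. NFE2L2 passed the test with all arrays (log2 fold change 0.46) but not without any 1 array (adjusted p from limma of 0.070 to 0.129). Of 17 markers of other cell types (basal, stromal, immune and endothelial), none passed the test over all genes or over the list alone, and the list as a whole was higher at an adjusted p of 0.0499 from camera, and 0.47 as the adjusted p with an estimated correlation. That call was lost without Ctrl 3, Extract 1 or Extract 3 (0.060 to 0.189).
All 346 called probe sets had 3 extract values beyond the 3 Ctrl values, which chance gives for 10% of probe sets and which held for 25.9% of all of them. With no fold minimum, 819 probe sets were higher and 1688 lower. Without Ctrl 3 and Extract 1, the arrays with the lowest weights (a setting chosen after the values were seen), 111 probe sets were higher and 132 lower. Without Ctrl 3 alone, 96 probe sets were higher and 119 lower (38 and 48 genes), and without Ctrl 2, 60 were higher and 184 lower (26 and 65 genes). The methods' t-test with Benjamini-Hochberg adjustment called 0 probe sets and 9 genes, against 367 probe sets by that test with no adjustment and 346 by limma, all with a fold of at least 2, and the mean of all probe sets of a gene gave 81 differential genes in place of 135.

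**Figure D1:**
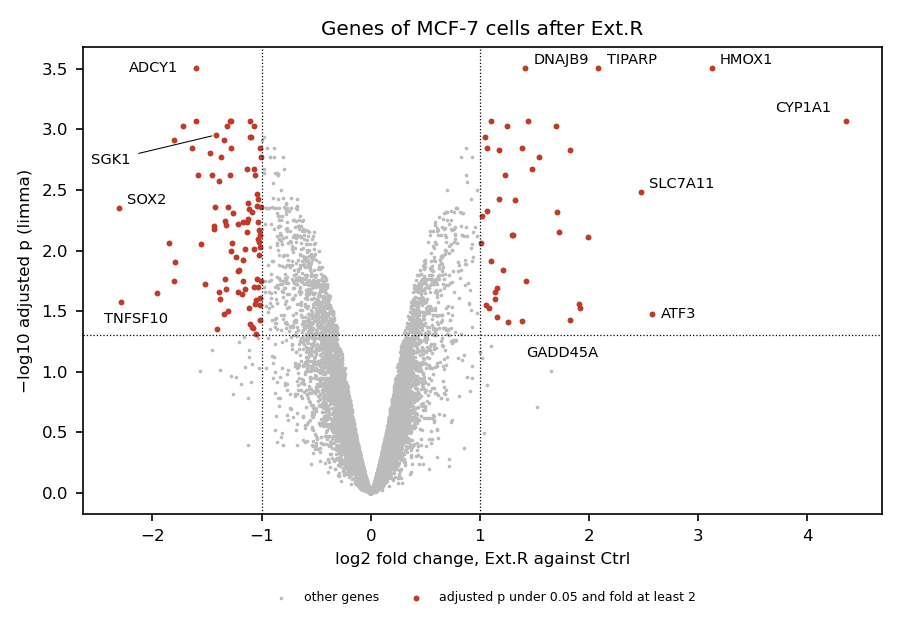
Log2 fold change of the extract against Ctrl (x axis) and −log10 of the adjusted p from limma (y axis) for 19775 genes, with 3 arrays per group. Red points are the 135 called genes, 42 higher and 93 lower, and the dotted lines mark the thresholds.

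**Figure D2:**
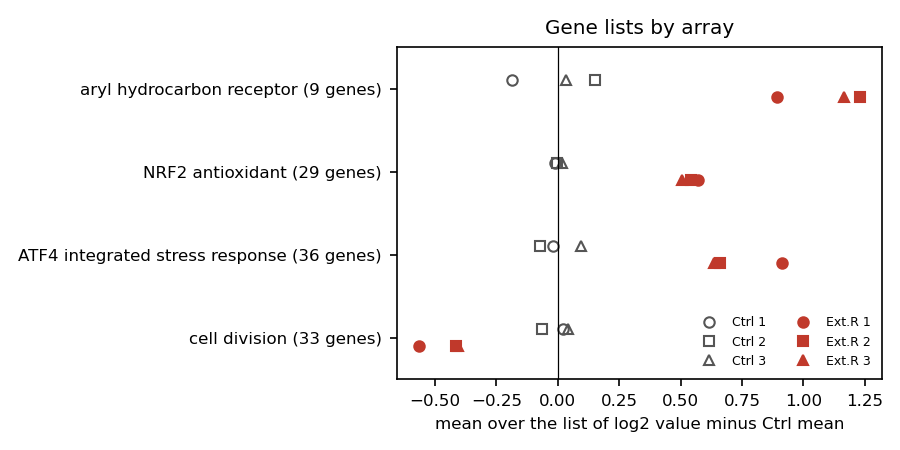
Mean over the measured members of 4 gene lists of the log2 value minus the Ctrl mean (x axis), with 1 symbol per array. The 3 extract arrays lie from 0.505 to 0.569 for the NRF2 antioxidant genes and from −0.567 to −0.405 for the cell division genes.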

A total of 367 differentially expressed genes (DEGs) were identified (Table S1, Supporting Information), in which 109 DEGs were significantly up‐regulated (Figure 2B). These DEGs were subsequently converted to 102 up‐regulated and 224 down‐regulated probe sets and used as the query set for CMAP searching. Similar expression signatures between Ext.R and 37 drugs were identified, including cholinergic receptor, calcium receptor, and corticosteroid receptor blockers (Table S2, Supporting Information). Notably, Ext.R showed highest similarity to phenoxybenzamine, an alpha‐1A adrenergic antagonist,^[^ ^21^ ^]^ with a positive enrichment score of 1.0. Since adrenergic receptor antagonists are well‐known medicines for the treatment of cardiac hypertrophy and heart failure, we hypothesized that Ext.R may also possess adrenergic antagonist activity.

**Figure 2:**
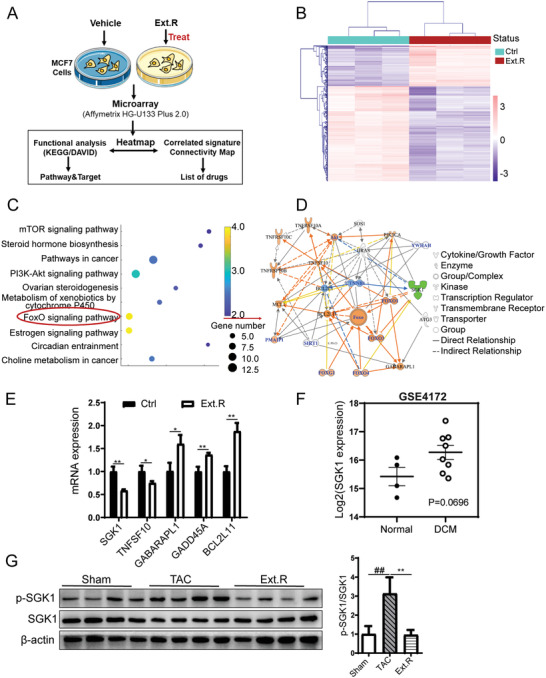
Quantification of transcriptome profiles in MCF‐7 cells treated with Ext.R. A) Overview of the strategy used in this study. A detailed description in the Experimental Section. Vehicle control (Ctrl) and Ext.R treated group (Ext.R), *n* = 3 independent experiments. B) The hierarchical clustering analysis and heatmap of the correlation coefficients between gene expression profiles. C) Top KEGG pathways enriched with DEGs. D) Visualization of PPI network related to FoxO signaling pathway. E) The representative genes in the FoxO signaling pathway were determined by RT‐PCR, *n* = 3 independent experiments. Data were analyzed using unpaired two‐tailed *t*‐test and were expressed as means ± SD, **p < 0.01, *p < 0.05 versus Ctrl group. F) SGK1 gene expression in the hearts of healthy patients and patients with dilated cardiomyopathy (DCM). The GEO accession number is GSE4172. Normal patients’ group: *n* = 4; DCM patients’ group: *n* = 8. Data were analyzed using unpaired two‐tailed *t*‐test, *p* = 0.0696. G) The phosphorylation level of SGK1 in myocardial tissues suffering from pressure overload, *n* = 4 for each group, data were analyzed using one‐way ANOVA and data were expressed as means ± SD, *##p *< 0.01 versus Sham group, **p < 0.01 versus TAC group.

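The expression profiles of MCF-7 cells with and without the extract fell into 2 clusters, Ctrl 1 to 3 and Extract 1 to 3, in average-linkage clustering on 1 minus Pearson's r. Across the 54613 probe sets, which are not independent replicates, r lay between 0.9938 and 0.9958 for the 3 pairs of Ctrl arrays and between 0.9933 and 0.998 for the 3 pairs of extract arrays. Between the groups, r lay between 0.9822 (Ctrl 3 and Extract 1) and 0.9938 (Ctrl 2 and Extract 3). The pair closest to each other was Extract 2 and Extract 3. The leading principal component held 55.3% of the variance and separated the extract arrays from the Ctrl arrays, with Ctrl 3 and Extract 1 at its ends (−45.6 and 52.9). These arrays also had the lowest array weights from limma, 0.391 for Ctrl 3 and 0.56 for Extract 1, against 0.977 to 2.24 for the other arrays. The gene groups with the largest difference between Extract 1 and the other extract arrays were the immediate early genes, with a mean of 0.98 above Ctrl on the log2 scale in Extract 1 and 0.14 and 0.17 in Extract 2 and Extract 3, and the hypoxia genes, with 0.73, 0.23 and 0.21. The antioxidant genes of NRF2 had 0.57, 0.54 and 0.50 in these arrays.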

KEGG pathway analysis and Ingenuity Pathway Analysis (IPA) were also conducted to identify involved pathways. 

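Genes of FoxO signaling moved both ways in MCF-7 cells with the extract. Of 110 measured genes of this pathway, 6 rose, among them GADD45A, BCL2L11 and PCK2, and 14 fell, with 10 higher and 20 lower when adjusted over the list alone. IRS1, an adaptor of the insulin receptor, had a log2 fold change of −0.73 (standard error 0.09, adjusted p = 0.0045 from limma, n = 3 arrays per group), and EP300, a histone acetyltransferase, had −0.62 (standard error 0.10, adjusted p = 0.0131 from limma). PCK2, a mitochondrial enzyme of gluconeogenesis, rose by 0.72 (standard error 0.11, adjusted p = 0.0105 from limma), but had an adjusted p of 0.0505 without Ctrl 2. As a list, these genes were lower at an adjusted p of 0.083 from camera, which does not pass the threshold, and at 0.0429 without Ctrl 2.
Among the 135 called genes, 3 belonged to this list (GADD45A, SGK1 and TNFSF10), where 0.75 would be drawn from the 19775 genes measured (one-sided Fisher's exact test, p = 0.0396, adjusted p over the 21 lists = 0.064). BCL2L11 was not counted, since the probe set that stands for it did not reach a fold of 2. With no fold minimum, 20 of 1295 genes belonged to it, against 7.2 drawn (one-sided Fisher's exact test, adjusted p = 1.2e-04). The enrichment stands in for the KEGG analysis, whose gene sets are not used here. The paper picked the pathway, for its known roles, from those enriched on these same arrays. Neither the counts nor the camera result are therefore independent evidence of it. The same limit holds for the other lists, which were written after Table S1 had been read.
Of 38 genes of PI3K-Akt-mTOR signaling, 10 fell and 3 rose (DDIT4, RRAGD and IRS2), with 16 lower and 4 higher when adjusted over the list alone. GSK3B, the kinase glycogen synthase kinase-3 beta, fell by 0.57, and RRAGD, a GTPase that recruits mTOR complex 1, rose by 0.57. DDIT4 was lost when any array but Ctrl 1 was left out (adjusted p from limma of 0.052 to 0.080) and with a trend and robust prior (0.0845), and IRS2 without any 1 array (0.066 to 0.103). The list was lower by camera at an adjusted p of 7.9e-05, and at an adjusted p of 0.308 with an estimated correlation. Of 27 genes induced by estrogen, 5 fell and 1, MYC, rose by 0.69, with 7 lower and 1 higher when adjusted over the list alone. PGR, the progesterone receptor, had a log2 fold change of −1.43, ADCY9 −1.33, RET −0.91, MYB −0.89 and AGR3 −0.77. RET was lost without Ctrl 3 (adjusted p from limma of 0.0515), ADCY9 without Ctrl 2 or Ctrl 3 (0.071 to 0.076) and AGR3 without Ctrl 1, Ctrl 3, Extract 2 or Extract 3 (0.061 to 0.080), and by the mean of all probe sets MYB, RET and ADCY9 no longer passed the test (0.058 to 0.733). The adjusted p from camera was 5.4e-04 for this list, and the adjusted p with an estimated correlation was 0.308. Of 18 genes of the circadian clock, BHLHE40 (log2 fold change 1.26) and CIART (1.14) rose and none fell, with 3 higher when adjusted over the list alone, and the list did not pass camera. Both (BHLHE40 is also one of the hypoxia genes) are among the 135 called genes, against 0.12 drawn (one-sided Fisher's exact test, adjusted p = 0.0173, which did not pass when any array but Extract 2 was left out, with adjusted p values from 0.223 up to 1). The adjusted p of the list from camera was 0.55, and 0.00764 without both Ctrl 3 and Extract 1, a setting chosen after the values were seen. BHLHE40 was lost without Ctrl 1, Ctrl 2, Ctrl 3 or Extract 3 (adjusted p from limma of 0.058 to 0.134), with a trend and robust prior (0.0863) and by the mean of its probe sets (0.0629), and CIART without Ctrl 2 or Ctrl 3 (0.084 to 0.101). Without Extract 1, BHLHE40 and CIART passed the test at a fold under 2 (log2 fold changes of 0.88 and 0.84). Of 27 genes of steroid and xenobiotic metabolism, 5 rose (CYP1A1, CYP1B1, CYP24A1, AKR1C1 and AKR1C2) and 2 fell, with 7 and 2 when adjusted over the list alone, at an adjusted p of 0.057 from camera and 0.0350 without Extract 3. Among the called genes, 4 belonged to this list (CYP1A1 and CYP1B1, also genes of the aryl hydrocarbon receptor list, CYP24A1 and UGT2B15) against 0.18 drawn (one-sided Fisher's exact test, adjusted p = 2.3e-04, and 0.0527 without Extract 3). Those that fell were UGT2B15, which conjugates androgens (log2 fold change −1.05), and the steroid sulfatase STS (−0.78). UGT2B15 was lost without Ctrl 2, Ctrl 3 or Extract 3 (adjusted p from limma of 0.059 to 0.079), STS without Ctrl 2, Extract 1, Extract 2 or Extract 3 (0.055 to 0.088) and AKR1C1 and AKR1C2 when any array but Ctrl 1 was left out (0.070 to 0.150), and UGT2B15 had a log2 fold change of 0.0019 when probe sets ending in _x_at or _s_at were left out.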

Among the top 10 impacted KEGG pathways (Figure 2C), the Forkhead box protein O (FoxO) pathway was of particular interest, given the involvement of FoxO1 in regulating energy homeostasis, oxidative stress response, and cell death, in addition to its crucial role in sustaining cardiomyocyte metabolism and cell survival.^[^ ^22^ ^]^ Furthermore, activation of FoxO1 by insulin resistance promotes metabolic dysregulation and heart failure.^[^ ^23^ ^]^ Therefore, we generated protein–protein interaction (PPI) network of DEGs in the FoxO signaling pathway to determine the molecules with the highest degree of protein interactions (Figure 2D). IPA functional analysis indicated that SGK1 acted as a hub of PPI network regulated by Ext.R, while significant activation of FoxO occurred after inhibiting SGK1 activity or its content (Figure S3, Supporting Information). 

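The transcripts of the FoxO factors themselves did not pass the test in MCF-7 cells with the extract. FOXO1 had log2 fold changes of 0.26 (standard error 0.08, adjusted p = 0.122 from limma, n = 3 arrays per group), 0.26 (standard error 0.10, adjusted p = 0.181) and 0.01 (standard error 0.12, adjusted p = 0.98) by its 3 probe sets. The 4 probe sets of FOXO3 alone lay between 0.05 and 0.14, FOXO4 was at −0.25 (adjusted p = 0.379) and FOXO6 at −0.36 (adjusted p = 0.104 from limma). Quantile normalization turned the lowest of the FOXO1 values to −0.03.
SGK2, a paralog of SGK1, had log2 fold changes of 0.24 (adjusted p = 0.298 from limma) and 0.08 (adjusted p = 0.69) by its 2 probe sets. SGK3, another paralog, shares its probe sets with the readthrough transcript C8orf44-SGK3, so their signal cannot be given to SGK3 alone. Of the 2 probe sets that name just these, 1 fell by 1.22 (standard error 0.12, adjusted p = 0.0027 from limma) and the other fell by 1.06 (standard error 0.14, adjusted p = 0.0071 from limma), and another, which also names C8orf44, had a log2 fold change of −0.33 (adjusted p = 0.32 from limma).
Of 37 genes known as transcriptional targets of FoxO factors, 4 rose (BCL2L11, GADD45A, IRS2 and MAP1LC3B) and 5 fell (RBL2, TNFSF10, SESN3, ERBB3 and SELENOP), with 7 higher and 6 lower when adjusted over the list alone. SELENOP, a selenium carrier, had a log2 fold change of −1.04 (standard error 0.13), the stress protein SESN3 had −0.98 (standard error 0.18) and the receptor ERBB3 had −0.53 (standard error 0.10), each with an adjusted p under 0.05 from limma. As a list they did not pass camera (adjusted p from camera of 0.70), while 3 of the 135 called genes (GADD45A and TNFSF10, also in the FoxO signaling list, and SELENOP) belonged to it against 0.25 drawn (one-sided Fisher's exact test, adjusted p = 0.0066, which did not pass when any array but Ctrl 1 was left out, with adjusted p values from 0.068 up to 1). MAP1LC3B (adjusted p from limma of 0.063 to 0.123) and RBL2 (0.086 to 0.139) were lost when any array but Extract 1 was left out, and IRS2 without any 1 array. SESN3 was lost without Ctrl 2 or Ctrl 3 (adjusted p from limma of 0.079 to 0.084) and ERBB3 without Ctrl 1, Ctrl 2, Ctrl 3 or Extract 3 (0.057 to 0.084), by the mean of all probe sets SESN3, ERBB3 and SELENOP no longer passed the test (0.0735 to 0.371), and SELENOP stood at 0.12 when probe sets ending in _x_at or _s_at were left out.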

SGK1 and tumor necrosis factor ligand superfamily member 10 (TNFSF10) were detected as the two major relevant signaling molecules downregulated by Ext.R in the FoxO pathway. Conversely, GABA type A receptor associated protein like 1 (GABARAPL1), growth arrest and DNA damage protein 45A (GADD45A) and Bcl‐2‐like 11 (BCL2L11) were upregulated by Ext.R. The expression changes of these five genes were further verified by qPCR (Figure 2E). 

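SGK1, a kinase that phosphorylates FoxO factors, fell 2.67-fold with the extract. Its probe set measured 6.59 ± 0.04 in Ctrl (SD, n = 3) and 5.18 ± 0.21 with the extract (SD, n = 3) on the log2 scale, a log2 fold change of −1.42 (standard error 0.11, adjusted p = 0.0013 from limma). This difference was larger than the spread between arrays, and SGK1 remained called when any 1 array was left out. Table S1 of the paper places this probe set on chromosome 6 from 134490394 to 134495980, in a genome build that the table does not name.
TNFSF10, the death ligand TRAIL, was lower by each of its 3 probe sets. The probe set with the largest change fell by 2.50 (standard error 0.44, adjusted p = 0.0192 from limma), the next fell by 2.47 (standard error 0.42, adjusted p = 0.0171 from limma) and the last fell by 2.29 (standard error 0.45, adjusted p = 0.0294 from limma). Among the measured genes of FoxO signaling that passed the test, TNFSF10 and SGK1 had the largest falls. The Ctrl arrays differed among themselves. By the probe set with the largest change, Ctrl 1 was at 5.57, Ctrl 2 at 7.44 and Ctrl 3 at 7.37, and the extract arrays lay between 4.00 and 4.45. Without Ctrl 1, the log2 fold changes of the probe sets lay between −3.11 and −2.92. Table S1 places this probe set on chromosome 3 from 172224175 to 172241264. The calls of TNFSF10 were lost without Ctrl 2, Ctrl 3 or Extract 3 by every probe set, without Extract 2 by those that fell by 2.50 and fell by 2.29, and without Extract 1 by the latter, with adjusted p values from limma of 0.0504 to 0.114, and limma with a trend and robust prior gave the latter an adjusted p of 0.0752. When the methods' test was adjusted by Benjamini-Hochberg in place of limma, SGK1 did not pass (adjusted p of 0.0912, the highest of its 15 alternatives with an adjusted p, which start at 3.2e-04), nor did any probe set of TNFSF10 (0.218 to 0.256, the highest of theirs, which start at 6.8e-04). In limma with the replicate number as a block, each TNFSF10 probe set passed, at adjusted p values of 6.8e-04 to 0.00105. The mean levels over all arrays of the SGK1 probe set and of each TNFSF10 probe set lie below the median level of all probe sets, 5.90, so the filter on dim probe sets removed them and gave no value for either gene.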

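GADD45A, which acts in growth arrest and DNA repair, rose 2.62-fold with the extract, from 9.22 ± 0.18 in Ctrl (SD, n = 3) to 10.6 ± 0.73 with the extract (SD, n = 3) on the log2 scale, a log2 fold change of 1.39 (standard error 0.31, adjusted p = 0.0422 from limma). Its value was 11.5 in Extract 1, 10.2 in Extract 2 and 10.2 in Extract 3. BCL2L11, the cell death activator BIM, has 7 probe sets, of which 3 passed the test and 2 were called, with log2 fold changes of 1.28 (standard error 0.25, adjusted p = 0.0281 from limma) and 1.19 (standard error 0.27, adjusted p = 0.0445 from limma). The probe set that stands for the gene rose by 0.49 (standard error 0.10, adjusted p = 0.0320 from limma). The other 4 probe sets of BCL2L11 had log2 fold changes from 0.48 to 0.78 and adjusted p values from 0.055 to 0.106, and 2 of them passed without Extract 1 (0.0259 and 0.0301).
GABARAPL1, a protein of autophagosome membranes, is measured by 2 probe sets of its own, and neither reached a fold of 2. The dimmer of them rose by 0.74 (standard error 0.16, adjusted p = 0.0374 from limma), and the brighter, which stands for the gene, had a log2 fold change of 0.32 (standard error 0.11, adjusted p = 0.172 from limma). A probe set that also matches GABARAPL3 rose by 1.13 (standard error 0.14, adjusted p = 0.0058 from limma), from 4.82 ± 0.22 (SD, n = 3) to 5.95 ± 0.19 (SD, n = 3). GABARAPL3 by its own probe set had a log2 fold change of 0.13 (adjusted p = 0.57 from limma).
GADD45A was lost without Ctrl 1, Ctrl 2, Ctrl 3 or Extract 3 (adjusted p from limma of 0.061 to 0.138), the BCL2L11 probe set at 1.28 without Ctrl 1, Ctrl 2 or Ctrl 3 (0.065 to 0.105), that at 1.19 without any array but Extract 1 (0.051 to 0.141), that at 0.49 without any 1 array (0.057 to 0.099) and the GABARAPL1 probe set at 0.74 without any array but Extract 1 (0.067 to 0.104). GADD45A (adjusted p from limma of 0.0864) and the BCL2L11 probe set at 1.19 (0.0595) were also lost with a trend and robust prior, the GABARAPL1 probe set at 0.74 with quantile normalization (0.0615), and all of these and the shared probe set when the methods' test was adjusted by Benjamini-Hochberg (0.137 to 0.283, the highest of their alternatives, which start at 4.0e-04). The filter on dim probe sets removed the GABARAPL1 probe set at 0.74 and the shared probe set. Without Extract 1, GADD45A passed the test at a log2 fold change of 0.96, under a fold of 2, and so was not called. The BCL2L11 probe sets at 1.28 and 1.19 then had 0.97 and 0.82 and were not called either.
From its IPA analysis, the paper reports SGK1 as a hub of the PPI network that the extract regulates, and an activation of FoxO after SGK1 activity or content was inhibited.

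**Figure D3:**
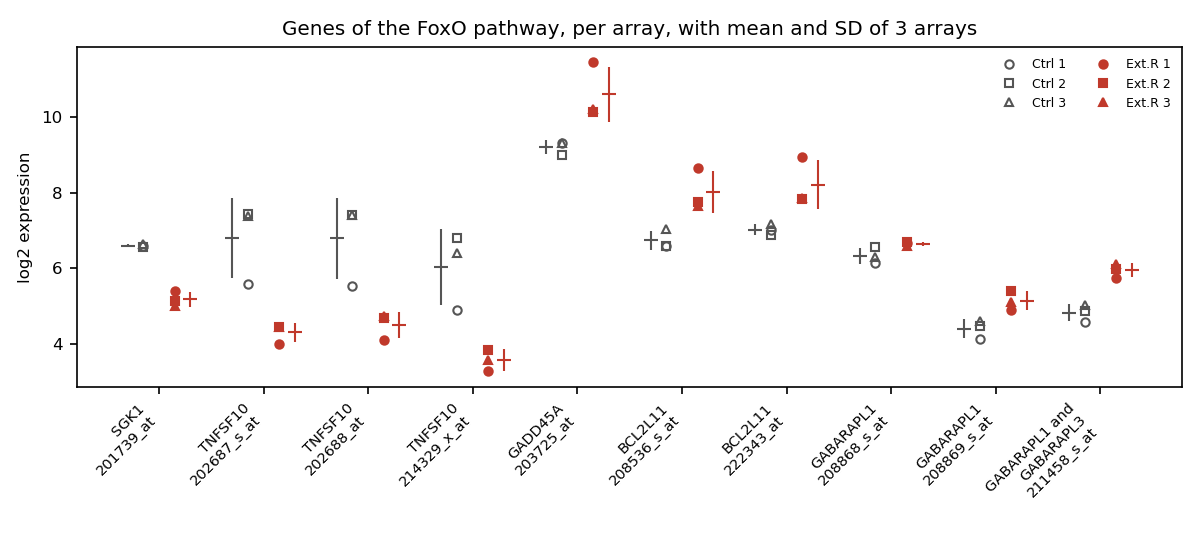
Log2 expression (y axis) of 10 probe sets of SGK1, TNFSF10, GADD45A, BCL2L11 and GABARAPL1 (x axis), with 1 symbol per array and a cross and line for the mean and SD of 3 arrays. SGK1 lies between 6.56 and 6.64 in Ctrl and between 4.99 and 5.40 with the extract.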

Notably, SGK1 was previously related to the initiation of cardiac hypertrophy and remodeling.^[^ ^24^ ^]^ Specifically, it was reported that during cardiac hypertrophy, alpha‐adrenergic signaling was augmented by corticosteroid partially through SGK1 upregulation.^[^ ^25^ ^]^ After searching the Gene Expression Omnibus (GEO) database, we observed an increased trend of cardiac mRNA expression of SGK1 in patients with dilated cardiomyopathy (DCM) (GSE4172 dataset, Figure 2F), suggesting a potential role of SGK1 in the progression of heart hypertrophy. We therefore speculated that SGK1 may be an essential target for the cardioprotective effects of Ext.R. Supportively, a significant accumulation of SGK1 phosphorylation was detected in the heart tissue of TAC mice, which was largely blocked by Ext.R (Figure 2G). To validate the impact of Ext.R on FoxO1 signaling pathway, we further measured the FoxO1 and GSK3*β* protein levels in heart tissue of TAC model. The results showed that FoxO1 and glycogen synthase kinase‐3 beta (GSK3*β*) phosphorylation were significantly increased in TAC model as compared with Sham group, Ext.R treatment significantly decreased FoxO1 and GSK3*β* phosphorylation (Figure S4, Supporting Information). Taken together, our results suggested that anti‐SGK1 compounds in Ext.R may mediate its cardioprotective effects.

### 2.3 Screening SGK1 Inhibitors from Ext.R by a Mass Spectrometry‐Based Kinase Inhibitory Assay

To identify active compounds with SGK1 inhibitory activity from Ext.R, a novel mass‐spectrometry based kinase inhibitory assay was developed. A polypeptide sequence (CKRPRAASFAE, m/z: 618.6) derived from glycogen Synthase Kinase‐3(GSK3), a known substrate of SGK1, was optimized and synthesized. We subsequently used liquid chromatography coupled with mass spectrometry (LC/MS) to detect and quantify its phosphorylation level (CKRPRAAS(p)FAE, m/z:658.7) (**Figure** **3**A).^[^ ^26^ ^]^ Basal level SGK1 was supplemented to each well, and the peak area of phosphorylation was measured in the presence or absence of testing compounds. As shown in Figure S5A (Supporting Information), the peak area was steadily increased with an increasing concentration of SGK1, and exhibited a positive linear relationship with the elevation of SGK1 concentration from 0.05 to 0.3 µg mL^−1^ (*R* ^2^ = 0.9945). The assay also exhibited satisfying intraday stability (Figure S5B, Supporting Information). To validate the sensitivity of MS‐based assay, the SGK1 inhibitor EMD638683 was used as a positive control. As shown in Figure 3B, the IC_50_ value of EMD638683 closely matched previous findings at 728 nmol, thereby confirming the validity of the assay.^[^ ^27^ ^]^ We then used the assay to verify the inhibitory effects of Ext.R on SGK1 activity and observed an IC_50_ value of 440 ng/mL (Figure S5C, Supporting Information). After investigating the major chemical constituents in Ext.R (Table S3, Supporting Information), a set of compounds in Ext.R were subsequently screened for their impacts on SGK1 activity. Three SGK1 inhibitors were found, including herbacetin (HBT), rhodiosin, and p‐coumaric acid, with IC_50_ values of 752.1 nmol, 6.623 µmol, and 8.036 µmol (Figure 3C,D; and Figure S5D, Supporting Information). Since HBT displayed the best activity among those compounds, it was chosen as the representative compound for further study. The direct interaction between HBT and SGK1 was further verified by temperature‐ and dose‐dependent cellular thermal shift assays (Figure 3E,F). We further performed a direct binding assay of HBT to SGK1 by KINOMEscan assay (Eurofins Discovery). The binding constants (Kds) of EMD638683, a known inhibitor of SGK1 was 12 000 nmol. Interestingly, the Kds value of HBT for SGK1 was 840 nmol, which is 14‐fold lower than EMD638683 in the same assay (Figure 3G). Those results indicated that HBT is a promising lead compound as SGK1 inhibitor.

**Figure 3:**
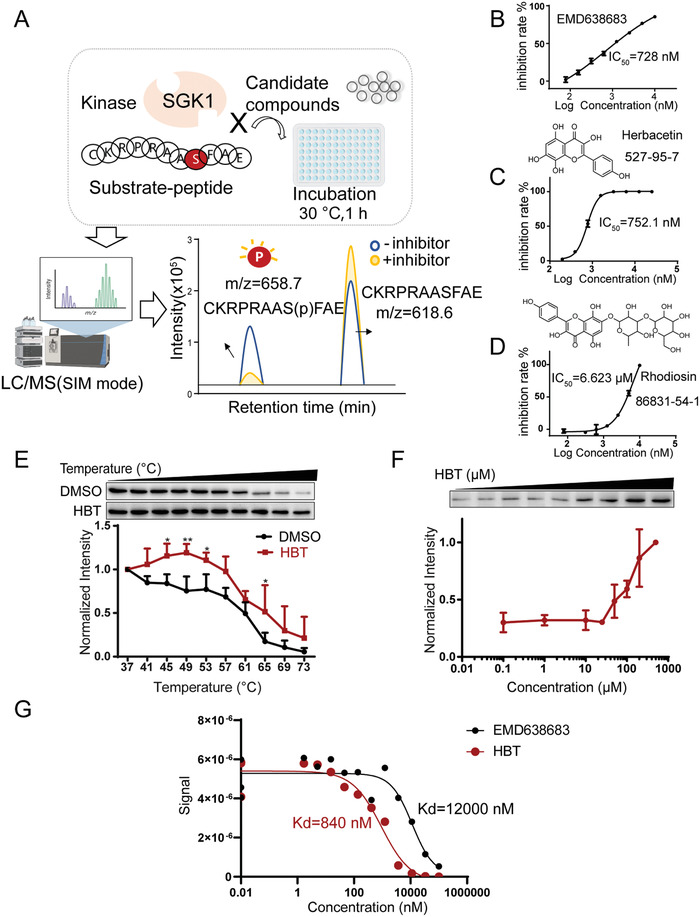
Mass spectrometry‐based kinase inhibitory assay for screening SGK1 inhibitor. A) Illustration of the mass spectrometry‐based assay for screening SGK1 inhibitors. B) IC_50_ values of EMD638683 (positive control) to SGK1 activity, *n* = 3 independent experiments. C,D) Structure and IC_50_ values of HBT and Rhodiosin to SGK1 activity, *n* = 3 independent experiments. E) HBT treatment (100 µmol) increases the thermal stability of SGK1 in cell lysates as measured by a temperature‐dependent cellular thermal shift assay, *n* = 4 independent experiments. F) HBT treatment increases the thermal stability of SGK1 in cell lysates as measured by a concentration‐dependent cellular thermal shift assay at 65 °C, *n* = 3 independent experiments. G) Direct binding assay of HBT to SGK1 by KINOMEscan assay (Eurofins Discovery).

### 2.4 D177 of SGK1 is Required for Its Interaction with Herbacetin

To further elaborate the interaction between SGK1 and HBT, the SGK1‐HBT complex was constructed by molecular docking based on the SGK1 crystal structures retrieved from the Protein Data Bank (PDB). According to the consistency between the IC_50_ values and predicted binding scores for the hit compounds of Ext.R and EMD638683 (Table S4, Supporting Information), the crystal structure of 3HDN^[^ ^28^ ^]^ was selected as the template to predict the binding structure of HBT. As shown in **Figure** **4**A, the key residues D177, N227, and T239 were suggested to be essential for the binding of HBT. To explore the impacts of these three residues on the SGK1‐HBT binding, plasmids carrying respective SGK1 mutations (D177A, N227A, and T239A) were designed and transfected in the human embryonic kidney cells (HEK293T). The FLAG‐tagged wild‐type or mutated SGK1 protein lysates were collected by immunoprecipitation and examined for enzymatic activity in the presence of HBT using MS‐based kinase inhibitory assay. SGK1 protein with the D177A mutation almost completely lost its response to HBT. Thus, these results indicated that the D177 residue of SGK1 was indispensable for the binding between HBT and SGK1.

**Figure 4:**
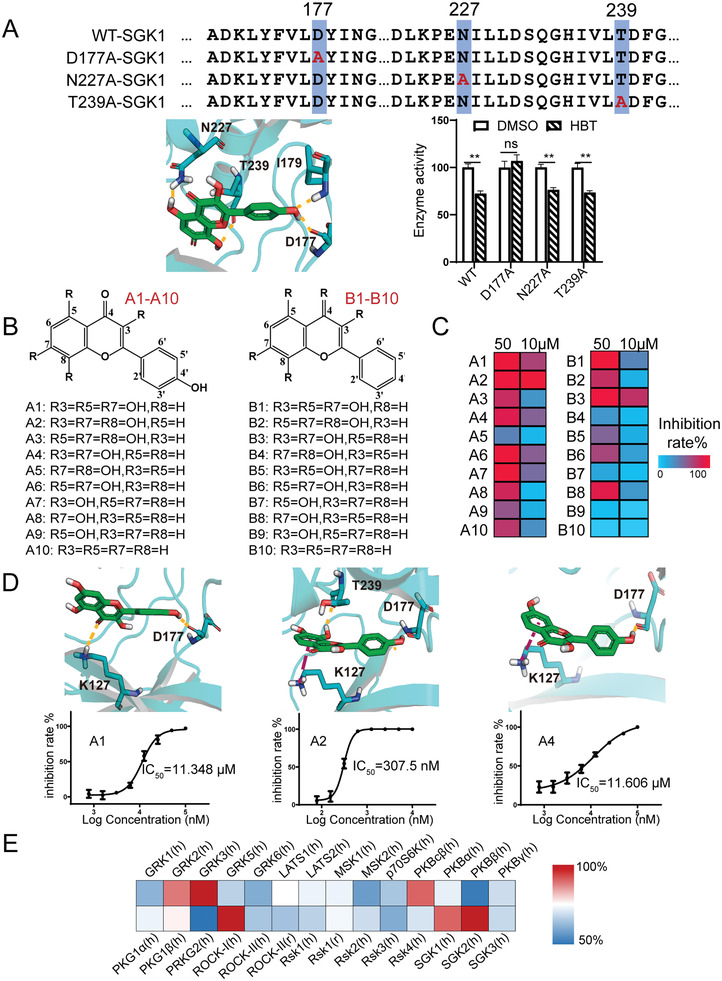
A) Structure of the SGK1 complex docking with HBT. Mutations of predicted key residues abolished SGK1 inhibition by HBT, *n* = 3 independent experiments. Statistical analysis was performed using unpaired two‐tailed *t*‐test and data were expressed as means ± SD, **p < 0.01 versus vehicle control (DMSO), ns: no significant. The molecule and the neighboring SGK1 residues are shown in detail. The inhibition rates of HBT toward SGK1 mutations were normalized to WT SGK1. B) Chemical structures of the structurally‐related flavonoids. C) Inhibitory activity of flavonoids in A and B classes against SGK1. D) Predominant interactions and IC_50_ values of representative flavonoids against SGK1, *n* = 3 independent experiments. E) Inhibitory effects of HBT on 28 human AGC kinases tested by KinaseProfiler Assay.

### 2.5 HBT Hydroxyl Group Number and Position are Critical for Its Interaction with SGK1

HBT and rhodiosin share the same flavone pharmacophore, suggesting it is a key structural feature for SGK1 binding. 20 structurally related flavonoids of HBT were collected, which differ in the number and position of —OH groups, and examined for their effects on SGK1 activity. Based on the docking prediction, the —OH group at the C‐4’ position of HBT was required for the interaction with the key SGK1 residue D177. Therefore, the 20 flavonoids were divided into two classes according to the presence or absence of an —OH group at C‐4’ (Figure 4B). At both tested concentrations, flavonoids with an —OH group at C‐4’ (class A) inhibited SGK1 more than those without an —OH group at C‐4’ (class B) (Figure 4C). The IC_50_ of each compound is listed in Figure 4D; and Figure S6 (Supporting Information). Among all the tested compounds, A2 (3,7,8‐trihydroxy‐2‐(4‐hydroxyphenyl) chromen‐4‐one), which lacks an —OH group at C‐5 compared to HBT, showed the highest SGK1 inhibitory activity with a IC_50_ of 307.5 nmol. Conversely, the absence of an ‐OH group at C‐8 led to a greater than 10‐fold reduction in flavonoid SGK1 inhibitory activity, as shown by the performance of A1 or A4. The absence of an —OH group at C‐3 (A3 and A5) also led to a significant reduction in SGK1 inhibitory activity. Taken together, these results indicated that the presence of —OH groups at the C‐3, C‐8, C‐4’ positions was required for SGK1 interaction with HBT derivatives, whereas the absence of an —OH group at the C‐5 position may further enhance SGK1 inhibitory activity. The inhibitory activity of HBT (10 µmol) against 28 human AGC kinases was tested by KinaseProfiler Assay (Eurofins Discovery). The percentage of HBT's inhibitory activity against each kinase was normalized by the respective positive inhibitors of AGC kinases. As shown in Figure 4E, HBT exhibited selective inhibitory activity on SGK1 (95%) and SGK2 (105%) compared to SGK3 (77%) and cGMP‐dependent type II protein kinase (PRKG2) (45%) among AGC family kinases. We also observed high inhibitory effects of HBT for G protein‐coupled receptor kinase 3 (GRK3), Rho‐associated protein kinas‐1 (ROCK‐I), and the catalytic subunit C‐beta of PKA (PKAc*β*), which are warranted to further investigation.

### 2.6 HBT Blocks Cardiomyocyte Hypertrophy and FoxO1 Phosphorylation In Vitro

We further validated the antihypertrophy effects of HBT in primary rat cardiomyocytes treated with phenylephrine (PE), a widely‐used cardiac hypertrophic stimulant. The magnitude of cardiac hypertrophy was then evaluated by directly measuring the cell area after Alexa Fluor 488 phalloidin staining. As shown in Figure S7 (Supporting Information), antihypertrophy activity of compounds in Ext.R was evaluated by high‐content screening system. As a result, only HBT (50 µmol) was identified to attenuate PE‐induced hypertrophy, while compounds with poor anti‐SGK1 activity are ineffective in vitro. Therefore, we continued to investigate the pharmacological mechanism of HBT against cardiac hypertrophy. As shown in **Figure** **5**A, area of cardiomyocytes were increased after PE stimulation, either Ext.R or HBT can inhibit the phenotypic change. Meanwhile, significantly increased transcriptional level of atrial natriuretic peptides (ANP) and brain natriuretic peptide (BNP) (Figure 5B,C) were inhibited by Ext.R or HBT treatment. The protein expression of skeletal muscle α‐actin (ACTA1), BNP, and Myosin were also greatly increased after PE stimulation, and then significantly reduced by HBT treatment (Figure S8, Supporting Information). Importantly, the expression of phosphorylated‐SGK1 (p‐SGK1) and its downstream target p‐FoxO1 were greatly enhanced after PE stimulation. HBT treatment can significantly reduce the phosphorylation of SGK1 and FoxO1 (Figure 5D).

**Figure 5:**
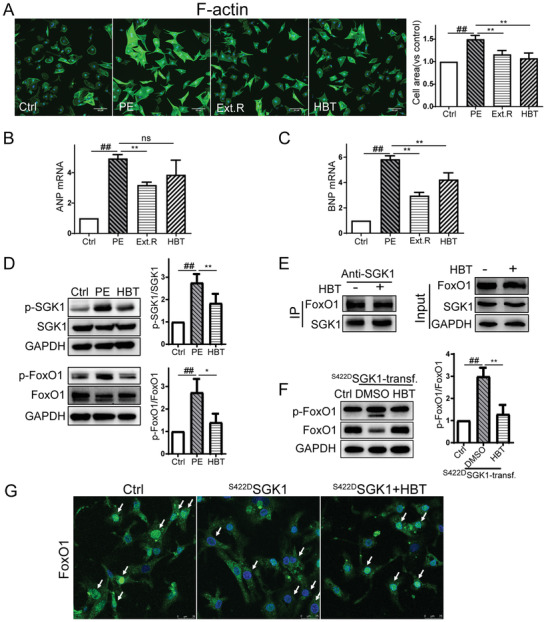
HBT blocks induction of cardiac hypertrophic responses and the SGK1/FoxO1 signaling pathway. A) Cardiomyocytes were treated with 50 µmol PE in the presence or absence of Ext.R (50 µg mL^−1^) or HBT (50 µmol) for 48 h. Cardiomyocytes were identified by cytoskeleton staining through the binding of phalloidin to F‐actin (green). Images were acquired using an ImageXpress Micro Confocal High‐Content Imaging System (Molecular Devices), with a 40 × PlanFluor objective. Relative cell area was quantified by the analysis module of MedExpress High‐Content Image and Analysis Software (Molecular Devices). Control group (Ctrl), PE group, PE plus Ext.R group (Ext.R), and PE plus HBT group (HBT), *n* = 3 independent experiments, Scale bar, 50 µm. B,C) Quantification of relative ANP and BNP in cardiomyocytes treated with Ext.R or HBT, *n* = 3 independent experiments. D) Western blot analysis of related proteins in PE‐treated cardiomyocytes, *n* = 3–4 independent experiments. E) Co‐IP and western blot analysis of SGK1‐FoxO1 interaction in cardiomyocytes, *n* = 3 independent experiments. F) Western blot analysis of related proteins in nontransfected (control adenovirus) and in ^S422D^SGK1‐transfected primary cardiac myocytes treated with DMSO as solvent control (^S422D^SGK1‐transf. group) or HBT (50 µmol, ^S422D^SGK1‐transf.+HBT group), *n* = 3 independent experiments. G) Confocal microscopy of nuclear translocation of FoxO1 in nontransfected (control adenovirus), ^S422D^SGK1‐transfected cardiomyocytes treated with HBT (50 µmol) or DMSO as solvent control. Green signal represents FoxO1 and white arrow represents the translocation of FoxO1 to nuclei, *n* = 3 independent experiments, Scale bar, 25 µm. All data were analyzed using one‐way ANOVA and data were expressed as means ± SD, *##p *< 0.01 versus Ctrl group, *p < 0.05, **p < 0.01 versus PE group or ^S422D^SGK1‐transf. group.

Since previous studies suggested that FoxO1 phosphorylation promotes its nuclear exclusion, whereas SGK1 binds and phosphorylates FoxO1, which thereby alters the subcellular localization of FoxO1 and leads to its transcriptional inactivation.^[^ ^29^ ^]^ In the present study, we studied HBT's effect on protein binding between SGK1 and FoxO1 by coimmunoprecipitation (Figure 5E). Surprisingly, we did not detect significant impact of HBT on the direct binding between SGK1 and FoxO1. Nevertheless, as previously reported,^[^ ^30^ ^]^ FoxO1 phosphorylation was significantly increased in cardiomyocytes after expression of the constitutively active SGK1 mutant SGK1(S422D), and HBT treatment was able to reverse the alternation (Figure 5F). Supportively, after transfection with the SGK1(S422D) plasmid, we consistently detected increased cytoplasmic signal of FoxO1 compared to nontransfected cells in which the majority of FoxO1 signal was distributed in the nucleus. Treatment with HBT was sufficient to restrain FoxO1 in the nucleus, suggesting reduced phosphorylation (Figure 5G). These results indicated that HBT may modify the activity of SGK1 rather than affecting its binding to protein targets.

### 2.7 HBT Downregulated PE‐Induced Oxidative Stress and Calcium Accumulation in Rat Cardiomyocytes

Since increased oxidative stress and cytoplasmic calcium were suggested to be two key pathological mechanisms of cardiomyocytes hypertrophy,^[^ ^7^, ^8^ ^]^ we examined the effects of Ext.R and HBT on these processes. After PE stimulation, an elevated level of free radicals was observed in rat cardiomyocytes, as shown by staining with the ROS probe 2', 7'‐dichlorodihydrofluorescein diacetate (DCFH‐DA). Cotreatment with Ext.R or HBT greatly inhibited this increase in oxidation (**Figure** **6**A). Meanwhile, the expression of the mitochondrial antioxidant manganese superoxide dismutase (MnSOD) was also inhibited by PE and restored when HBT was administrated concomitantly. Moreover, HBT downregulated the phosphorylation level of extracellular signal‐regulated kinase (Erk), which is usually activated in oxidative stress signaling (Figure 6B).^[^ ^31^, ^32^ ^]^ In summary, these results suggested that HBT was capable of reducing oxidative stress levels in cardiomyocytes upon hypertrophic stimulations.

**Figure 6:**
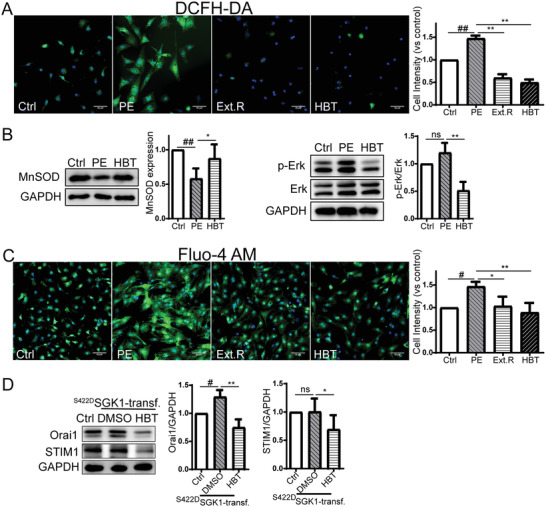
HBT alleviates oxidative damage and calcium accumulation in the development of cardiac hypertrophy. A) Fluorescent microscopy of cardiomyocytes stained with H_2_DCFDA, *n* = 4 independent experiments, Scale bar, 50 µm. B) Western blot analysis of MnSOD and Erk expression in PE‐treated cardiomyocytes, *n* = 3–4 independent experiments. C) Fluorescent microscopy of cardiomyocytes stained with a Fluo4‐AM probe, *n* = 3 independent experiments, Scale bar, 50 µm. D) Western blot analysis of Orai1 and STIM1 in ^S422D^SGK1‐transfected primary cardiac myocytes treated with HBT (50 µmol) or DMSO as solvent control, *n* = 3–5 independent experiments. All data were analyzed using one‐way ANOVA and data were expressed as means ± SD, *#p *< 0.05, *##p *< 0.01 versus Ctrl group, *p < 0.05, **p < 0.01 versus PE group or ^S422D^SGK1‐transf. group.

Elevated cytoplasmic calcium was also observed in PE‐stimulated rat cardiomyocytes after Fluo‐4 AM staining. Cotreatment with Ext.R or HBT effectively blocked calcium accumulation (Figure 6C). Since the channel subunit Orai1 and stromal interaction molecule 1 (STIM1) are known to participate in the orchestration of Ca^2+^ entry into cells and are regulated by multiple kinases including SGK1,^[^ ^33^ ^]^ we examined if HBT regulates their activities. In cells with constitutively expressed SGK1, an increased level of Orai1 was detected, which was significantly inhibited by HBT. HBT also moderately inhibited the expression of STIM1; however, STIM1 expression was not upregulated by SGK1 overexpression (Figure 6D). Orai1 may be regulated by Nedd4‐like E3 ubiquitin protein ligase (Nedd4l) mediated degradation or the transcription factor nuclear factor‐κB (NF‐*κ*B) dependent transcription, so we detected the effects of HBT on SGK1 downstream proteins. We found that HBT could reduce the phosphorylation of Nedd4l induced by PE and the phosphorylation of N‐myc downstream regulated gene 1 (NDRG1) in primary cardiomyocytes transfected with continuously‐activated form of SGK1, but it did not affect the phosphorylation level of NF‐*κ*B p65 (Ser536) (Figure S9, Supporting Information). Therefore, HBT may also attenuate cardiomyocyte hypertrophy by reducing cytoplasmic calcium level.

### 2.8 HBT Inhibits ISO‐Induced Cardiac Hypertrophy in Mice

Finally, we assessed the cardioprotective effect of HBT in mice infused with the hypertrophic agonist isoproterenol (ISO). Mice were challenged with ISO for 21 days via subcutaneous injection and then were administered with 10 mg kg^−1^ of HBT once per day until the mice were sacrificed (**Figure** **7**A). HBT administration effectively improved cardiac performance in ISO mice. Specifically, HBT treatment resulted in increased left ventricular ejection fraction (EF%), left ventricular fraction shortening (FS%), as well as decreased left ventricular volume at both the end‐diastole and end‐systole stages (LV Vol; d and LV Vol; s) (Figure 7B–F). After ISO stimulation, the heart weight/tibial length (HW/TL) was significantly increased over the control mice, indicating the development of heart hypertrophy. HBT administration was sufficient to reduce the HW/TL level (Figure 7G). Moreover, HBT‐treated mice showed a decreased level in the NT‐proBNP reduction response, the gold standard biomarker of heart failure (Figure 7H).^[^ ^34^ ^]^

**Figure 7:**
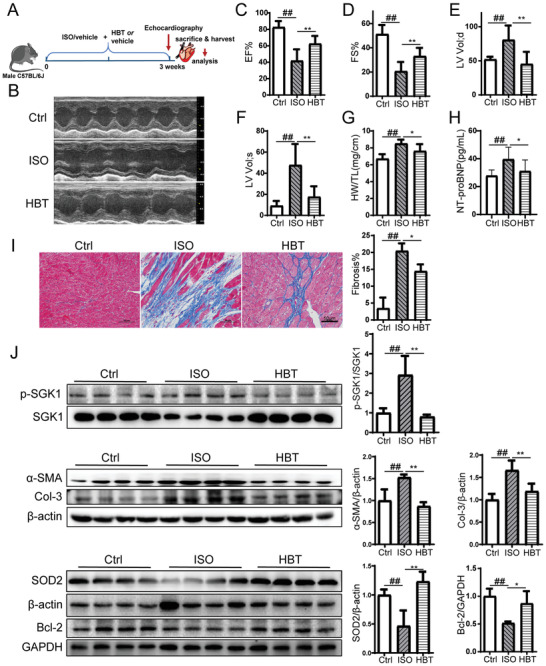
HBT protects mice from an ISO‐induced cardiac hypertrophic response. A) Schedule of animal treatments. 5 mg kg^−1^ d^−1^ ISO was given for 21 days by subcutaneous injection. The mice were divided into three groups: control (Ctrl), ISO alone (ISO) and ISO + HBT (HBT), *n* = 9 for each group. B–F) Echocardiography assessments of cardiac function were performed in different groups, *n* = 9 for each group. G) The heart weight/tibial length (HW/TL) of control, ISO, and ISO mice treated with HBT, *n* = 9 for each group. H) Serum NT‐proBNP levels were measured by ELISA, *n* = 9 for each group. I) Sections of hearts stained with Masson's trichrome to detect fibrosis (blue) and quantification of cardiac fibrosis in different groups of mice, *n* = 3 for each group. For each slice, 3 fields of view were randomly selected for analysis, Scale bar, 50 µm. J) Tissue lysates were prepared and analyzed by western blotting with the indicated antibodies, *n* = 4 for each group. All data were analyzed using one‐way ANOVA and data were expressed as means ± SD, *#p *< 0.05, *##p *< 0.01 versus Ctrl group, *p < 0.05, **p < 0.01 versus ISO group.

The accumulation of collagen fibrosis was also reduced by HBT in ISO‐treated mice as revealed by Masson's staining (Figure 7I). Myocardial interstitial fibrosis is maladaptive and contributes to left ventricular dysfunction, impaired myocardial oxygen availability, poor outcomes, and leads to the development of pathological ventricular remodeling. We found that HBT reduced expression of p‐SGK1 and fibrosis markers *α*‐SMA and Col‐3 in ISO mice (Figure 7J), thereby suggesting that HBT was able to block hypertrophic responses. Immunofluorescent staining revealed a similar result for the transforming growth factor‐β (TGF‐*β*)‐induced cardiomyocyte fibrosis (Figure S10, Supporting Information). Furthermore, decreased levels of the antiapoptotic protein Bcl‐2, and decreased MnSOD levels were detected in ISO mice. These changes were almost completely reversed by HBT.

The protein expression of phos‐FoxO1 and other SGK1 down‐streaming proteins were analyzed in the heart tissue of ISO mouse model. As shown in Figure S11 (Supporting Information), HBT significantly decreased FoxO1 phosphorylation, as well as the protein expression of calcium accumulation related proteins STIM1 and Orai1. Moreover, HBT increased the level of oxidative stress related protein heme oxygenase‐1 (HO‐1) and nuclear factor erythroid 2‐related factor 2 (Nrf2).

Finally, we evaluate the safety and pharmacokinetics of HBT to ensure its druggability. The result showed that there is no adverse effect of HBT on heart weight, cardiac function, or cardiac histopathology of control mice (Figure S12, Supporting Information). In addition, there was no significant difference in the serum level of regular biomarkers such as alaninetransaminase (ALT), aspartate aminotransferase (AST), and total cholesterol (TCHO) between control mice and HBT‐treated mice (Figure S13, Supporting Information). Single dose administration of HBT at 40 mg kg^−1^ was uptaken rapidly with a maximal plasma concentration of ≈6.73 ng mL^−1^ after 10 min (Figure S14A, Supporting Information). At this timepoint, HBT can be readily detected in heart, liver, and kidney (Figure S14B, Supporting Information). These findings suggested that HBT can be efficiently absorbed and was distributed into heart and other tissues to exert pharmacological effects.

In summary, our findings demonstrated the in vivo effects of HBT in inhibiting cardiac hypertrophic responses and promoting cardiac function in mice.

## 3 Discussion

In this study, we identified an active compound from Ext.R that alleviated cardiac hypertrophic responses in mice and identified its protein target through in vitro and in vivo analysis. HBT was identified as a novel SGK1 inhibitor that directly binds SGK1 and reduces its phosphorylation level. Subsequently, decreased phosphorylation and nuclear exclusion of FoxO1 may regulate heart function through downstream oxidative stress signaling and calcium release.

Ext.R is a botanical adaptogen found worldwide with various protective effects on neurodegenerative diseases, cardiovascular diseases, diabetes, aging, and cancer. It was previously reported that Ext.R administration could reverse left ventricular electrical remodeling and attenuate atrial fibrosis in rabbits with coronary ligation‐induced heart failure, possibly via ion channel regulation and activation of PI3K/AKT signaling.^[^ ^35^ ^]^ In our study, we identified HBT, a less studied compound of Ext.R, as a key SGK1 inhibitor essential for the herb's cardiac protective function. HBT was previously reported to possess antitumor, antioxidation, and anti‐inflammation roles. HBT has also been suggested to be an allosteric inhibitor of ornithine decarboxylase, with antitumor activity in a preclinical model of colon cancer.^[^ ^36^ ^]^

Through transcriptomics‐based KEGG pathway analysis, we speculated that SGK1 was a key factor mediating the regulatory function of Ext.R in cardiac hypertrophy. As a serine/threonine protein kinase, SGK1 is structurally close to AKT. The catalytic domain of SGK1 is 54% homologous to AKT and shares functional similarities with the AKT family of kinases.^[^ ^37^ ^]^ Therefore, the PKB/Akt peptide substrate (CKRPRAASFAE) derived from GSK‐3*β* was selected as a mass spectrometry probe in an SGK1 inhibitor screening assay. We identified three SGK1 inhibitors, including: p‐coumaric acid, HBT, and HBT derivative rhodiosin from Ext.R. HBT had the best inhibitory activity toward SGK1, and HBT was found to directly bind to SGK1. Mechanistic investigations determined that Asp177 in SGK1 was a critical site for binding. Furthermore, we investigated whether the hydroxyl (OH) residues of HBT were involved in its inhibition of SGK1. We tested 20 flavonoids structurally similar to HBT using an in vitro SGK1 activity assay and identified the most important structural features for SGK1 inhibition. Another six flavonoids were found to display SGK1 inhibitory activity.

Several SGK1 inhibitors have been reported previously. The effectiveness of HBT was comparable with existing SGK1 inhibitors. An IC_50_ of 62 nmol was reported for GSK650394 (GSK), based on the scintillation proximity assay of SGK1 activity;^[^ ^38^ ^]^ whereas an IC_50_ of 3.35 µmol was reported for EMD638683 (Merck) regarding to SGK1‐dependent phosphorylation of NDRG1.^[^ ^27^ ^]^ In our study, the IC_50_ of HBT was 752 nmol based on the MS‐based SGK1 kinase inhibitory assay, suggesting that HBT possesses potent kinase activity which is comparable to representative SGK1 inhibitors. Moreover, HBT treatment of 10 mg kg^−1^ d^−1^ for 21 days is sufficient to alleviate mice cardiac hypertrophy without causing any significant toxicity, demonstrating the high safety and efficacy of the compound. We further calculated the structural similarity of HBT and 9 reported SGK1 inhibitors. As shown in Figure S15 (Supporting Information), the skeleton and structure of HBT is quite different from previously reported compounds. Taken together, these data suggested that HBT is a promising novel drug candidate of SGK1 inhibitor in the management of cardiomyocyte hypertrophy.

Enhanced SGK1 expression and/or kinase activity have been linked to several diseases including: cardiac fibrosis, hypertension, diabetes, diabetic nephropathy, and the development of several human tumors. Previous studies suggested that SGK1 is an antihypertrophic molecule whose deficiency counteracts cardiac remodeling during pressure overload, glucocorticoid excess, and angiotensin II infusion.^[^ ^39^ ^]^ It is also involved in complex intracellular signaling through fibrotic, inflammatory, and oxidative pathways, which are essential for cardiac hypertrophy progression.^[^ ^24^ ^]^ SGK1 directly phosphorylates many downstream targets, including: GSK3*β*, FoxO3a, and FoxO1. During cardiac hypertrophy, SGK1 also fosters the cytoplasmic localization of cyclin‐dependent kinase inhibitor 1B (p27), a protein which suppresses cardiac hypertrophy.^[^ ^29^, ^40^ ^]^ Taken together, these findings suggest that SGK1 is a key factor in the progress of cardiac hypertrophy and thus a promising therapeutic target.

SGK1 binds to and phosphorylates FoxO1.^[^ ^29^ ^]^ Consistent with previous results, we found that the increase in SGK1 phosphorylation in PE‐induced hypertrophic cardiomyocytes closely paralleled the increase in FoxO1 phosphorylation. The interaction between SGK1 and FoxO1 could also be detected in primary myocardial cells of neonatal rats. Phosphorylated FoxO1 is inactivated and localized to the cytoplasm, thereby losing its ability to regulate downstream targets. In contrast, activation of FoxO1 transcription factor enhances oxidative stress resistance through up‐regulation of two antioxidant enzymes, catalase, and MnSOD, both known to be downstream targets of FoxO1.^[^ ^41^ ^]^ Supportively, we observed increased FoxO1 nuclear retention and MnSOD expression in HBT treated cardiomyocytes. Downregulated Erk1/2 signaling, which is a well‐characterized ROS‐sensitive signaling pathway in the progression of cardiac hypertrophy,^[^ ^42^ ^]^ was also detected in HBT supplemented cells. Therefore, HBT may regulate cardiac hypertrophy by mediating FoxO1‐dependent oxidative stress signaling.

Additionally, we detected increased cytoplasmic calcium in hypertrophic cardiomyocytes by Fluo‐4 AM staining. The protein abundance of Orai1 was also significantly higher in SGK1(S422D) cardiomyocytes. Orai1 is a plasma membrane protein regulated by STIM1 and acts as the pore‐forming unit for store‐operated Ca^2+^entry (SOCE). Upregulated Orai1 was reported to be a stress response molecule in cardiac hypertrophy, and Orai1 channel inhibition preserved left ventricular systolic function and promoted normal Ca^2+^ handling after pressure overload.^[^ ^8^ ^]^ A regulatory role of SGK1 on the expression of Orai1/STIM1 was suggested by previous studies.^[^ ^43^, ^44^ ^]^ Consistent with this, decreased calcium accumulation and Orail1/STIM1 were detected in HBT‐treated cardiomyocytes, suggesting that HBT‐mediated heart protection may be related to its regulation of calcium levels via inhibiting SGK1. Previous studies further supported that FoxO1 activation regulates calcium homeostasis and represses cardiac hypertrophy by inhibiting calcineurin, which is directly regulated by calcium.^[^ ^45^ ^]^ However, there is no direct evidence of a relationship between FoxO1 and Orai1.

We further confirmed our in vitro results in vivo. Mice treated with HBT developed significantly less fibrosis, along with smaller heart sizes, and improved cardiac function when subjected to isoproterenol infusion compared to untreated mice. We further found that HBT treatment prevented cells from apoptosis and oxidative stress. In sum, these results suggested that inhibition of SGK1 by HBT could be a potential therapeutic strategy to prevent cardiac remodeling.

Three limitations need to be addressed in our current study. First, different cardiac hypertrophy models were employed to study the effects of the Ext.R (TAC model) and HBT (ISO model) in our study. Although we believed that either model is sufficient to support the antihypertrophic effect of the herb and its active compound, since both of them are widely reported cardiac hypertrophy models, the pathological mechanisms varied. Therefore, future pharmacodynamics and pharmacological studies in both TAC and ISO models will be valuable to further validate the drug effects. Second, the 28‐panel kinase assay suggested that HBT showed effective inhibitory activity against not only SGK1 but also other AGC kinases, such as SGK2 and GRK3, which may be connected with off‐target effects of HBT. A rationally structure optimization of HBT retaining high on‐target activity while reducing off‐target effects is warranted to further investigation. Third, the single dose PK and distribution data suggested HBT can be absorbed and was distributed into heart and other tissues to exert pharmacological effects. As a SGK1 inhibitor derived from natural sources, the potency and ADME properties of HBT should be further optimized by pharmacochemical strategies to increase its potency and specificity in targeting SGK1.

## 4 Conclusion

In this study, we demonstrated the anticardiac hypertrophy effect of Ext.R, and identified its major active component as HBT, which possibly protects heart function through inhibiting SGK1 activity. Our study also illustrates a mass spectrometry‐based strategy to identify novel SGK1 inhibitors from complex mixture of traditional Chinese medicine. Using this strategy, we identified HBT as a novel inhibitor of SGK1, and we showed that HBT was capable of blocking the progress of cardiac hypertrophy both in vitro and in vivo. Moreover, a panel of nine flavonoids with SGK1 inhibitory activities was proposed, which can be used as valuable leads for the search and design of new therapeutics for cardiac hypertrophy as well as other SGK1‐driven diseases.

## 5 Experimental Section

### Chemicals and Reagents

Ext.R was supplied by Tonghua Yusheng Pharmaceutical Co. Ltd. (Tonghua, China). Representative LC‐MS chromatograms of *Rhodiola wallichiana var.cholaensis* and *Rhodiola crenulata* were shown in Figure S16 (Supporting Information). Herbacetin (HBT) and Rhodiosin were purchased from Shanghai Yuanye Bio‐Technology Co., Ltd (Shanghai, China). EMD638683 was purchased from MCE (HY‐15193, MCE, China). HPLC‐grade acetonitrile and methanol were obtained from Fisher (Leicestershire, UK). Ultrapure water was obtained from a Milli‐Q academic ultrapure water system (Millipore, Milford, MA). LC‐MS/HPLC‐grade formic acid (FA) was obtained from Anaqua Chemicals Supply (Wilmington, USA).

### Mice

Male C57BL/6J mice were obtained from Shanghai Slac Laboratory Animal Technology Co., China. All animals were fed a standard laboratory diet and housed on a 12 h light/dark cycle at 25 ℃ with unrestricted access to food and water for the duration of the experiment. All animal studies were performed in accordance with the Institutional Animal Care and Use Committee of Zhejiang University and the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85‐23, revised 1996).

For transverse aortic constriction (TAC)‐mediated cardiac hypertrophy, aortic banding was performed in 6‐week‐old adult male mice to produce pressure‐overload hypertrophy. A total of 24 mice were randomly divided into 3 groups, control group (Sham), TAC group, and TAC plus Ext.R group (Ext.R), *n* = 8 for each group. Mice were anaesthetized via intraperitoneal injection of 80 mg kg^−1^ pentobarbital sodium. The chest was opened to expose the aorta as identified between the origin of the innominate and left common carotid arteries. A 4‐0 silk suture was ligatured around the aorta over a 26‐gauge needle (in order to keep the models consistent) and the needle was subsequently removed followed by closing the incision on the chest. Animals with sham surgery underwent an identical surgical procedure but without band placement. Ext.R was injected at a dose of 10 mL kg^−1^ day^−1^ intraperitoneally followed by echocardiography measurement at day 28. Mice in Sham and TAC groups were injected with the same amount of solvent.

For isoproterenol (ISO)‐mediated cardiac hypertrophy, mice were randomly divided into 3 groups, control group (Ctrl), ISO group and ISO plus HBT group (HBT), 5 mg kg^−1^ day^−1^ ISO was given for 21 days by subcutaneous injection. The control mice were treated with 1% DMSO‐vehicle. At the same time, male C57BL/6 mice in HBT group were intraperitoneally injected with 10 mg kg^−1^ d^−1^ HBT diluted with a solution containing 1% DMSO and 99% saline. Echocardiography was performed on conscious mice using a Vevo 2100 system. M‐mode images of the left ventricular short axis were captured. After echocardiography evaluation, the mice were anesthetized via intraperitoneal injection of 240 mg kg^−1^ pentobarbital sodium and were euthanized by excising the heart rapidly.

### Microarray Processing and Data Analysis

Gene profiling was performed by Shanghai OE Biotech CO., Ltd, using an Affymetrix Human Genome U133 Plus 2.0 array (Affymetrix; Thermo Fisher Scientific Inc., USA). Briefly, 1×10^6^ MCF‐7 cells (a human breast cancer cell line) were seeded in 60×15 mm plates and incubated at 37 °C in a 5% CO_2_ atmosphere. After 24 h, Ext.R was added to the plate and incubated for another 6 h at 37 °C. Total RNA was isolated from MCF‐7 cells using Trizol reagent (CWBIO, China) according to the manufacturer's protocol and amplified, labeled, and purified using GeneChip IVT Express Kits (Affymetrix, 901 229) following the manufacturer's instructions to obtain biotin labeled cRNA. Then, the GeneChip Hybridization, Wash, and Stain Kit (Affymetrix, 900 720) was used following the manufacturer's instructions. Slides were scanned by a GeneChip Scanner 3000 (Affymetrix) and a Affymetrix GeneChip Command Console 4.0 with default settings. The raw microarray data are available through the GEO database (GEO series accession number: GSE166975).

Genes were considered differentially expressed if the fold changes were ≥ 2, and the corrected *P* value were less than 0.05. Heatmaps were generated using Multi Experiment Viewer software (MEV, version 4.6.0). The list of differentially expressed genes was imported to the KEGG database for functional enrichment analysis. In addition, the plugin “GeneMANIA” from Cytoscape was employed to generate a protein‐interaction network.

To better understand the underlying mechanisms of therapeutic effects of Ext.R, similarities between the gene expression profile of Ext.R and chemical drugs were assessed through the CMAP database (https://portals.broadinstitute.org/cmap/). The set of genes encoding transcription factors (102 upregulated and 224 downregulated) was imported to the CMAP database to query chemical profiles. Similarity was measured by connectivity score, ranging from −1 to 1. From the “Detailed Results” of the CMAP output, chemicals with positive scores were interested, indicating that the chemicals can simulate the gene expression changes caused by Ext.R. Chemicals with high “‘Scores”’ in the “Detailed Results” were selected.

### MS‐Based Kinase Inhibitory Assay for Screening SGK1 Inhibitor

Synthesis of CKRPRAASFAE was prepared by Shanghai Sangong Biotech. In order to ensure the phosphorylation reaction of SGK1, SGK1 (0.25 µg mL^−1^) was added to kinase buffer (25 mmol Tris [pH 7.5], 5 mmol *β*‐glycerolphosphate, 2 mmol DTT, 10 mmol MgCl_2_) with the substrate peptide CKRPRAASFAE (25 µmol) and ATP (200 µmol) and incubated for 1 h at 30 °C in the presence or absence of inhibitors. A concentration‐dependent assay for SGK1 at different concentrations (0.05, 0.1, 0.2, 0.25, and 0.3 µg mL^−1^) was performed. Reactions were terminated by the addition of methyl alcohol with 0.1% trifluoroacetic acid (TFA), and supernatants were analyzed by the Agilent 1100 LC system (Agilent Technologies, USA) and a 1946D single quadrupole mass spectrometer. The acquisition parameters for LC/MS were set for positive ionization mode and selected ion monitoring (SIM) m/z values of 618.6 and 658.7 for the substrate peptide and product peptide respectively. Chromatographic separation was performed by a reversed‐phase ZORBAX SB‐C_18_ analytical column. The mobile phase included water containing 0.1% v/v TFA (A) and acetonitrile containing 0.1% v/v TFA (B). The flow rate was 0.6 mL min^−1^. A gradient program was carried out according to the following profile: 0 min, 13% B; 15 min, 28% B; 16 min, 100% B. The constituents of Ext.R were screened by the assay to evaluate their inhibitory effects on SGK1 activity. A minimum of three replicates of each sample were analyzed and averaged together. Inhibition of SGK1 was calculated by the following equation

(1) $$\mathrm{Inhibition}\;\mathrm{rate}\left(\%\right)=\left(P_{C}-P_{S}\right)/P_{C}$$

*P*_C_ and *P*_S_ represented the peak area of product peptide in the control group without test compounds and the tested sample group with various test compounds, respectively.

### Cell Lines, Cell Culture, and Transfection

The MCF‐7 cells and HEK293T cells were obtained from the cell bank of the Shanghai Institutes for Biological Sciences, and cultured in 4.5 g L^−1^ glucose Dulbecco's modified Eagle medium (DMEM, Corning) supplemented with 10% fetal bovine serum (FBS), 100 U mL^−1^ penicillin, and 100 µg mL^−1^ streptomycin. Cells were incubated at 5% CO_2_ at 37 ℃.

SGK1 mutant plasmids and adenovirus were constructed by Vigene Bioscience. All the transfection assays were performed using Lipofectamine 2000 according to the manufacturer's protocol. Adenovirus (Ad‐^S422D^SGK1) was diluted in DMEM and administered at a dose of 100 MOI in primary cardiomyocytes.

### Primary Cultures of Cardiomyocytes

Primary cultures of cardiac myocytes were prepared from neonatal rat hearts using the Neonatal Heart Dissociation Kit (MACS, Germany) according to the manufacturer's protocol. Cardiomyocyte cultures were plated in gelatin‐coated plates in a plating medium containing 10% serum. After 24 h of plating, the medium was then replaced with a serum‐free maintenance medium and incubated for another 24 h before being used for further study.

For phenylephrine (PE)‐mediated cardiac hypertrophy, cardiomyocytes cultured in 6‐well plates were stimulated with PE (50 µmol) for 48 h in serum‐free medium with or without Ext.R or HBT (50 µmol) treatment. Cardiomyocytes were lysed in cell lysis buffer to isolate protein or total RNA for western blotting or PCR analysis.

### Immunoprecipitation Assay

For the endogenous interaction assay, cardiomyocytes were treated with HBT or vehicle. After 24 h, cells were lysed with cell lysis buffer contained PMSF (Phenylmethylsulfonyl fluoride, a protease inhibitor). Protein extracts were harvested and immunoprecipitated with anti‐SGK1 or anti‐IgG antibody and protein A/G beads, and then measured by western blotting analysis.

### Docking and Binding Site Detection

The initial crystal structures of SGK1 (PDB entry: 3HDN, 3HDM, and 2R5T) were obtained from the Protein Data Bank (PDB). The prepared inhibitors were then docked by Glide with the extra precision (XP) scoring mode to estimate the binding affinity for each protein–ligand complex. The detailed process of docking has been described previously.^[^ ^46^ ^]^ HEK293T cells were transfected with SGK1 mutant plasmids. After 24 h, cells were lysed and immunoprecipitated with anti‐FLAG antibody and beads. Immune complexes were washed with kinase buffer and incubated in kinase buffer with substrate peptide for 1 h at 30 ℃ followed by LC/MS measurement as described above. KINOMEscan Profiling Service and KinaseProfiler Service Assay were provided by Eurofins Discovery.

### Statistical Analysis

The data were interpreted as means ± SD of three or more independent experiments. Statistical analysis with unpaired two‐tailed t test for comparisons between two groups and one‐way analysis of variance (ANOVA) and Dunnett correction for comparisons among more than two groups were carried out using GraphPad Prism (GraphPad Software, SanDiego, CA). *P*‐values less than 0.05 were considered statistically significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

Supplemental Table 1

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Discovery of Herbacetin as a Novel SGK1 Inhibitor to Alleviate Myocardial Hypertrophy
**Source:** Adv Sci (Weinh). 2021 Nov 10;9(2):2101485. doi: 10.1002/advs.202101485
**Supplement:** Supplementary file 1 — Supporting Information

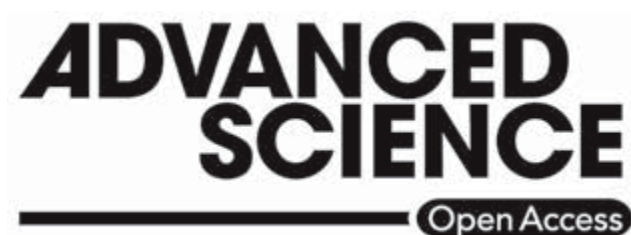

Supporting Information

for *Adv. Sci.*, DOI: 10.1002/adv.202101485

Discovery of Herbacetin as a novel SGK1 inhibitor to alleviate myocardial hypertrophy

Shujing Zhang, Yingchao Wang, Min Yu, Ye Shang, Yanxu Chang, Hong Zhao, Yu Kang, Lu Zhao, Lei Xu, Xiaoping Zhao*, Dario Difrancesco, Mirko Baruscotti, Yi Wang*

Supporting Information

Discovery of Herbacetin as a novel SGK1 inhibitor to alleviate myocardial hypertrophy

Shujing Zhang, Yingchao Wang, Min Yu, Ye Shang, Yanxu Chang, Hong Zhao, Yu Kang, Lu Zhao, Lei Xu, Xiaoping Zhao*, Dario Difrancesco, Mirko Baruscotti, Yi Wang*

Table of Contents

I. Supplementary results

Figure S1. Effect of Ext.R on Sham operated Mice.

Figure S2. Serum biochemical parameters of mice in Sham and Sham + Ext.R groups.

Table S1. List of DEGs regulated by Ext.R

Table S2. The correlated compounds in Connectivity Map analysis.

Figure S3. Key nodes of FoxO signaling pathway regulated by Ext.R. generated by IPA analysis.

Figure S4. The phosphorylation level of FoxO1 and GSK3 β in myocardial tissues suffering from pressure overload.

Figure S5. Mass spectrometry-based kinase inhibitor assay for SGK1 inhibitors screening.

Figure S6. IC₅₀ value of structurally related flavonoids against SGK1.

Table S3. Characterization of chemical constituents in Ext.R by UPLC-Q-TOF-MS.

Table S4. Compounds docking scores for SGK1 PDB models.

Figure S7. Screening active compounds of anti-hypertrophy from Ext.R.

Figure S8. Western blot analysis of related proteins in PE-treated cardiomyocytes.

Figure S9. Western blot analysis of NF- κ B p65, Nedd4l and NDRG1.

Figure S10. Immunofluorescent analysis of the expression of α -smooth muscle actin in cardiomyocytes.

Figure S11. HBT blocked ISO-induced FoxO1 phosphorylation, oxidative stress, and calcium accumulation in vivo.

Figure S12. Effect of HBT on control mice.

Figure S13. Serum level of biochemical markers in mice of Ctrl and Ctrl + HBT groups.

Figure S14. Plasma concentration (A) and *in vivo* distribution (B) of HBT after single oral

administration.

Figure S15. Murcko scaffolds and Molecular fingerprint similarity.

Table S5. Molecular Docking of 9 SGK1 inhibitors and HBT.

Figure S16. UPLC-Q-TOF-MS base peak intensity chromatograms of *Rhodiola* species.

II. Supplementary methods

1. Reagents
2. Phalloidin Staining and Immunofluorescence
3. ROS and Ca^{2+} detection
4. Histology and Immunohistochemistry (IHC)
5. RT-PCR of mRNA levels
6. Pharmacokinetics studies
7. Western blot
8. Statistical Analysis

III. Supplementary tables for methods

Table S6. Sequences of primers used for RT-PCR analysis and plasmid constructions

I. Supplementary results

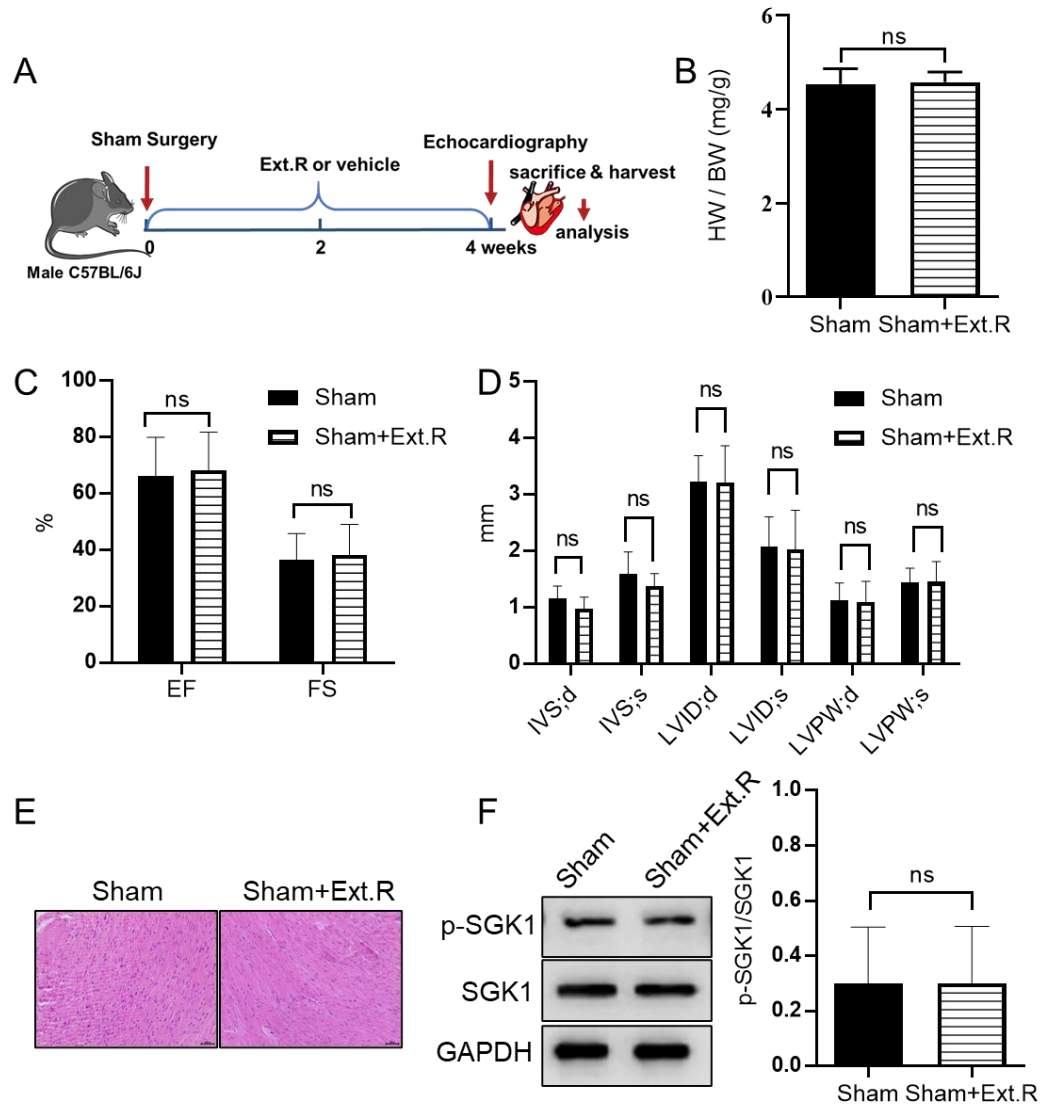

Figure S1. The mice were divided into two groups: Sham with saline, Sham mice treated with Ext.R. (A) Schedule of animal treatments. (B) Heart weight/Body weight ratio (HW/BW) was detected in Sham and Sham + Ext.R group. (C-D) Echocardiography assessments were performed in the two groups. $n = 9-12$. (E) Hematoxylin-eosin staining (HE) in different groups of mice. $n = 4$, Scale bar = 50 μm. (F) The phosphorylation level of SGK1 in myocardial tissues in the two groups (Sham, Sham + Ext.R), $n = 4$. Data were analyzed using unpaired two-tailed t test and data were expressed as means $\pm$ SD, ns: no significant.

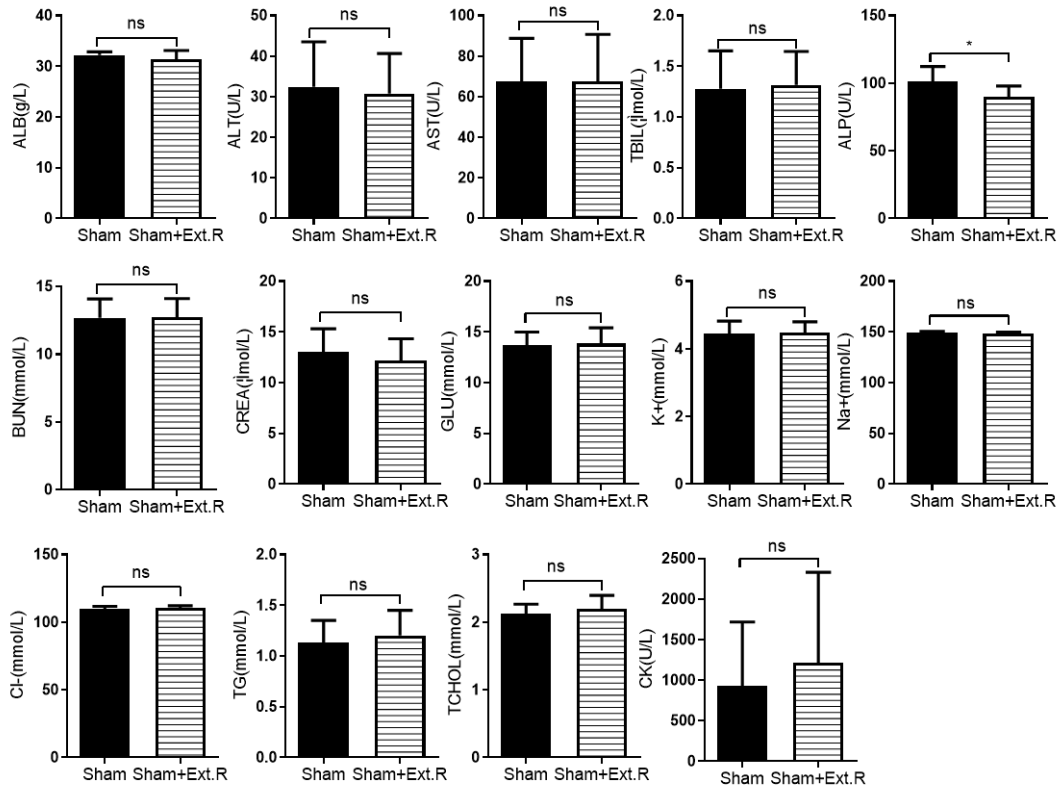

Figure S2. Serum biochemical parameters of mice in Sham and Sham + Ext.R groups. Data were analyzed using unpaired two-tailed t test and data were expressed as means $\pm$ SD, ns: no significant.

Table S2. The correlated compounds in Connectivity Map analysis

Rank	CMap name	Dose	Cell	Score
1	phenoxybenzamine	12 μ M	MCF7	1
2	quercetin	12 μ M	MCF7	0.987
3	primaquine	9 μ M	MCF7	0.981
4	syrosingopine	6 μ M	MCF7	0.974
5	15-delta prostaglandin J2	10 μ M	MCF7	0.936
6	rottlerin	10 μ M	MCF7	0.934
7	equilin	15 μ M	MCF7	0.925
8	5253409	17 μ M	MCF7	0.922
9	MG-132	21 μ M	MCF7	0.901
10	thiostrepton	2 μ M	MCF7	0.896
11	lomustine	100 μ M	MCF7	0.892
12	5182598	25 μ M	MCF7	0.878
13	mebendazole	14 μ M	MCF7	0.874
14	lynestrenol	14 μ M	MCF7	0.872
15	5224221	12 μ M	MCF7	0.872
16	terfenadine	8 μ M	MCF7	0.863
17	withaferin A	1 μ M	MCF7	0.862
18	ionomycin	2 μ M	MCF7	0.854
19	F0447-0125	10 μ M	MCF7	0.853
20	thapsigargin	100 nM	MCF7	0.853
21	5114445	10 μ M	MCF7	0.844
22	tyrphostin AG-1478	32 μ M	MCF7	0.843
23	5155877	10 μ M	MCF7	0.842
24	tribenoside	8 μ M	MCF7	0.838
25	STOCK1N-35696	15 μ M	MCF7	0.837
26	semustine	100 μ M	MCF7	0.832
27	hexetidine	12 μ M	MCF7	0.826
28	parthenolide	16 μ M	MCF7	0.825
29	5109870	25 μ M	MCF7	0.82
30	securinine	18 μ M	MCF7	0.816
31	nocodazole	13 μ M	MCF7	0.812
32	valinomycin	100 nM	MCF7	0.811
33	kaempferol	14 μ M	MCF7	0.809
34	prasterone	12 μ M	MCF7	0.809
35	prenylamine	10 μ M	MCF7	0.806
36	suloctidil	12 μ M	MCF7	0.806
37	0179445-0000	10 μ M	MCF7	0.806

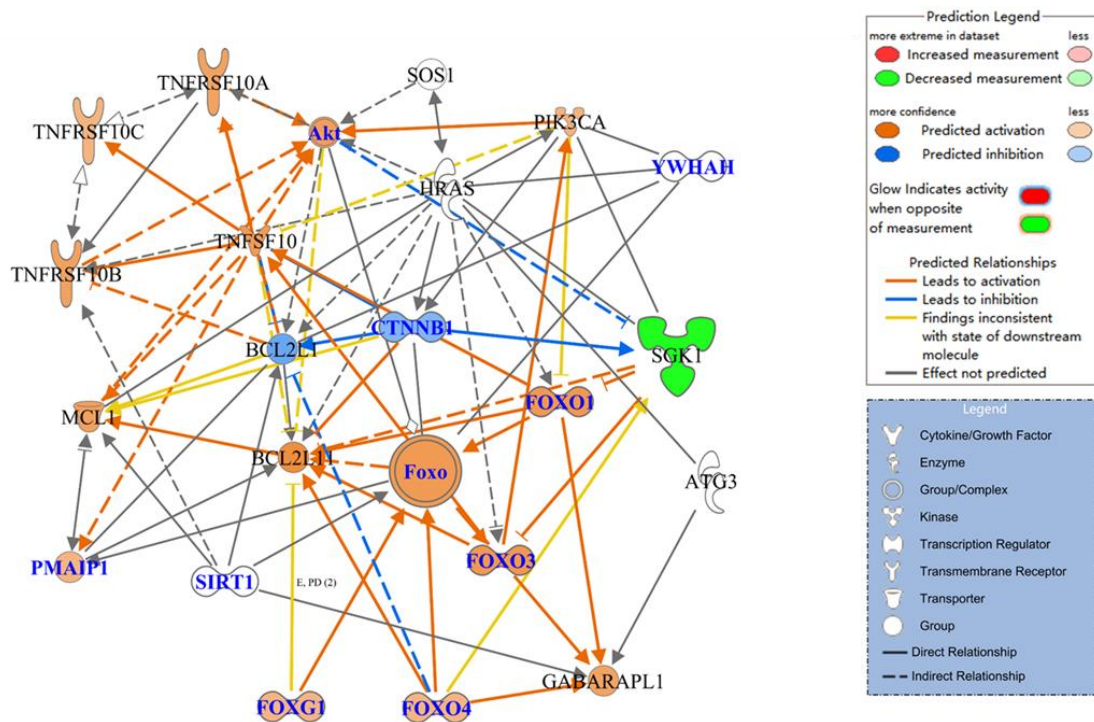

Figure S3. Key nodes of FoxO signaling pathway regulated by Ext.R. generated by IPA analysis.

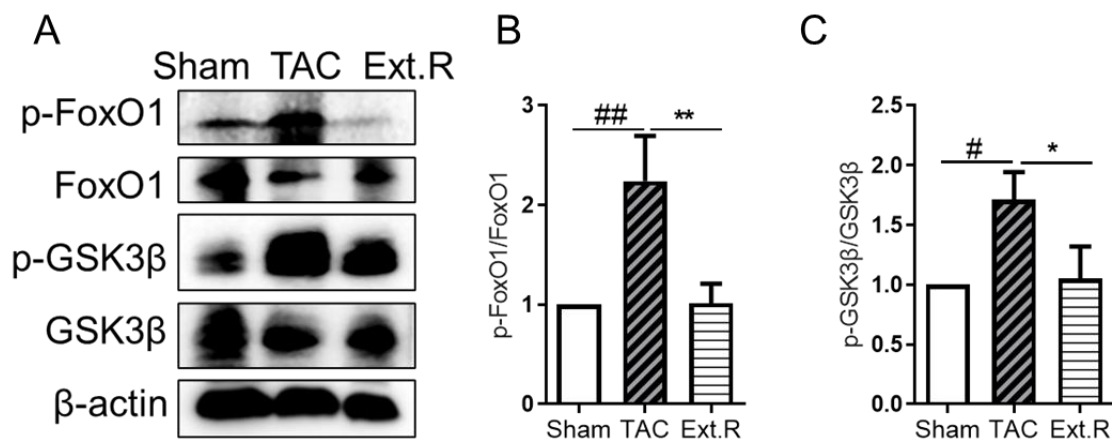

Figure S4. The phosphorylation level of FoxO1 and GSK3β in myocardial tissues suffering from pressure overload, n=3 for each group, data were analyzed using one-way ANOVA and data were expressed as means $\pm$ SD, ## p <0.01 versus Sham group, ** p <0.01 versus TAC group.

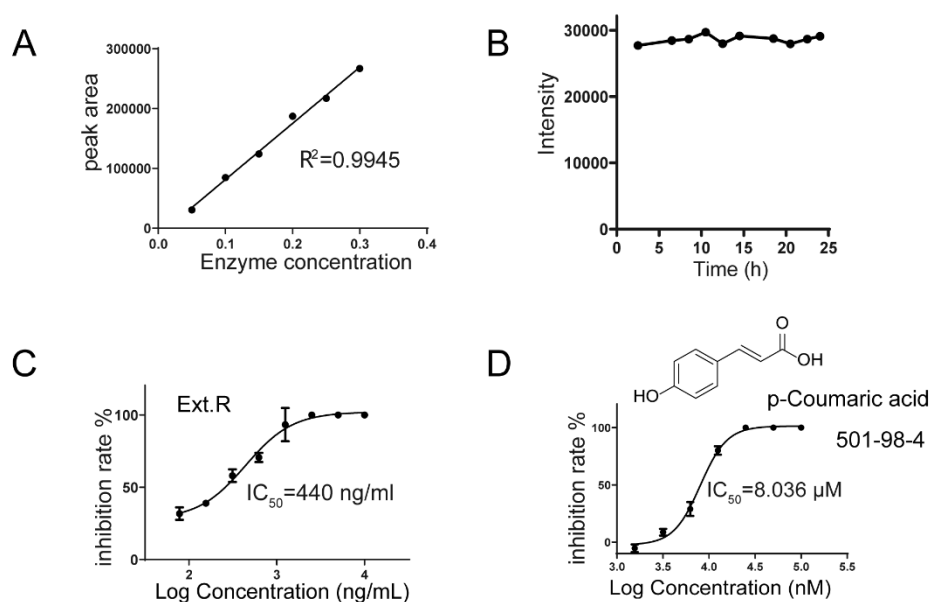

Figure S5. Mass spectrometry-based kinase inhibitor assay for SGK1 inhibitors screening. (A-B) The linear range of SGK1 concentration measured by MS-based assay (A) and stability of assay measured in 24 h (B). (C-D) Structure formula and IC_{50} value of Ext.R and p-coumaric acid to SGK1 activity.

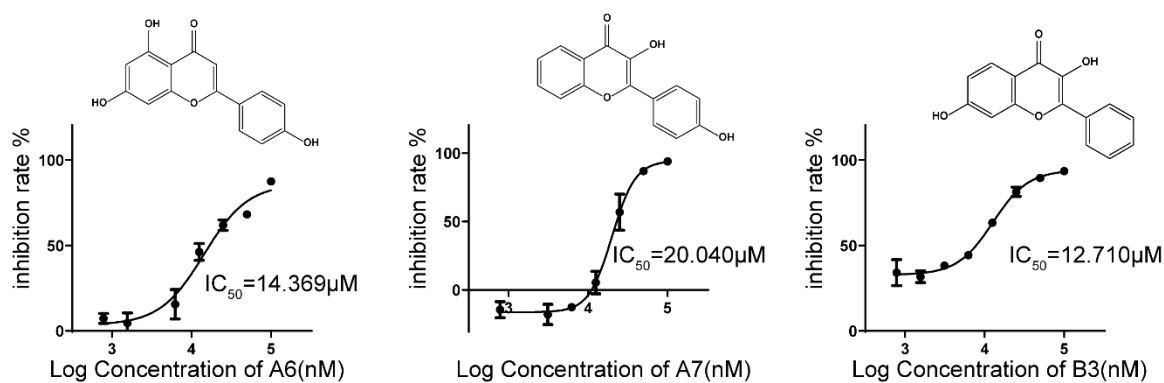

Figure S6. IC_{50} value of structurally related flavonoids against SGK1.

Table S3. Characterization of chemical constituents in Ext.R by UPLC-Q-TOF-MS.

No.	Retention time<br>(min)	Identification	Detected ion (m/z)	Formula
1	3.038	p-Hydroxyphenacyl- β -D-glucopyranoside	313.0927[M-H]-	C ₁₄ H ₁₈ O ₈
2	3.709	Crenulatin	293.1245[M+FA-H]-	C ₁₁ H ₂₀ O ₆
3	3.81	<i>p</i> -Tyrosol	137.0263[M-H]-	C ₈ H ₁₀ O ₂
4	3.946	n-Pentenyl (β -D-galactopyranosyl) -(1-<*>4)- β -D-glucopyranoside	455.1759[M+FA-H]-	C ₁₇ H ₃₀ O ₁₁
5	3.946	Salidroside	345.1186[M+FA-H]-	C ₁₄ H ₂₀ O ₇
6	4.934	3-methyl-2-but-2-en-1-yl 6-O- α -L-arabinopyranosyl- β -D-glucopyranoside	425.1655[M+FA-H]-	C ₁₆ H ₂₈ O ₁₀
7	5.111	Rosiridin	350.2179[M+NH ₄]+	C ₁₆ H ₂₈ O ₇
8	5.126	Creoside I	349.1503[M+FA-H]-	C ₁₄ H ₂₄ O ₇
9	5.188	Rhodiolide D	395.1915[M+FA-H]-	C ₁₆ H ₃₀ O ₈
10	5.239	p-Hydroxy benzaldehyde	121.0318[M-H]-	C ₇ H ₆ O ₂
11	5.56	Viridoside	313.1287[M-H]-	C ₁₅ H ₂₂ O ₇
12	5.639	Caffeic acid	179.0361[M-H]-	C ₉ H ₈ O ₄
13	6	Creoside II or its isomer	351.1656[M+FA-H]-	C ₁₄ H ₂₆ O ₇
14	6.299	Procyanidin B3	577.1347[M-H]-	C ₃₀ H ₂₆ O ₁₂
15	6.444	1,2,6-tri-O-galloyl β -D-glucopyranoside	635.0885[M-H]-	C ₂₇ H ₂₄ O ₁₈
16	6.818	Catechin	289.0716[M-H]-	C ₁₅ H ₁₄ O ₆
17	7.202	Ethyl gallate	197.0457[M-H]-	C ₉ H ₁₀ O ₅
18	7.356	2-phenylethyl 1-O- α -L-arabinopyranosyl-(1->6)- β -D-glucopyranoside	435.2069[M+NH ₄]+	C ₁₉ H ₂₈ O ₁₀
19a	7.357	2-(4-hydroxyphenyl)ethyl β -D-glucopyranosyl-	461.1652[M-H]-	C ₂₀ H ₃₀ O ₁₂

		(1→6)-β-D-glucopyranoside		
20	7.462	p-Coumaric acid	163.0407[M-H]-	C ₉ H ₈ O ₃
21	8.039	6-O-galloylsalidroside	451.1232[M-H]-	C ₂₁ H ₂₄ O ₁₁
22	8.417	Rutin/Kaempferol-3-O-sophoroside	609.1458[M-H]-	C ₂₇ H ₃₀ O ₁₆
23	8.683	8-hydroxykaempferol 3-O-β-glucopyranosyl<br>-7-O-β-D-glucopyranosyl-(1->3)-α-L-rhamnopyranoside	773.2156[M+H]+	C ₃₃ H ₄₀ O ₂₁
24	8.947	5'-methoxy-8'-hydroxy-(+)-isolariciresinol-4'-<br>O-β-D-glucopyranoside	567.2073[M-H]-	C ₂₇ H ₃₆ O ₁₃
25	9.254	Rhodiolide E	511.2386[M+FA-H]-	C ₂₁ H ₃₈ O ₁₁
26	9.674	1,2,3,6-tetra-O-galloyl-β-D-glucose	787.1004[M-H]-	C ₃₄ H ₂₈ O ₂₂
27	10.063	Epicatechin gallate	441.0816[M-H]-	C ₂₂ H ₁₈ O ₁₀
28	10.621	Rosarin	473.1649[M+FA-H]-	C ₂₀ H ₂₈ O ₁₀
29	10.725	Isoquercetin	465.1035[M+H]+	C ₂₁ H ₂₀ O ₁₂
30	10.773	Foliasalacioside B1	549.2546[M+FA-H]-	C ₂₄ H ₄₀ O ₁₁
31	12.449	(3R)-octa-1-en-3-yl O-[β-D-xylopyranosyl<br>-(1"→6')]-β-D-glucopyranoside	467.2118[M+FA-H]-	C ₁₉ H ₃₄ O ₁₀
32	13.391	Sacranoside A/sachalaside II	491.2124[M+FA-H]-	C ₂₁ H ₃₄ O ₁₀
33	13.642	Epicatechin	289.0708[M-H]-	C ₁₅ H ₁₄ O ₆
34	13.897	(-)-Epicatechin-4β->8-(-)-epicatechin-3-O-gallate	729.1473[M-H]-	C ₃₇ H ₃₀ O ₁₆
35	14.273	Crenuloside or isomer	593.1508[M-H]-	C ₂₇ H ₃₀ O ₁₅
36a	14.616	Kaempferol-7-O-α-L-rhamnoside	431.0967[M-H]-	C ₂₁ H ₂₀ O ₁₀
37a	15.482	Rhodosin	609.146[M-H]-	C ₂₇ H ₃₀ O ₁₆
38	15.82	Herbacetin	301.0341[M-H]-	C ₁₅ H ₁₀ O ₇
39	15.82	Rhodionin	447.0916[M-H]-	C ₂₁ H ₂₀ O ₁₁

40	16.795	Crenuloside or kaempferol-3-rutinoside	595.1671[M+H]+	C ₂₇ H ₃₀ O ₁₅
41	17.096	Quercetin	301.0341[M-H]-	C ₁₅ H ₁₀ O ₇
42	17.129	Rhodioloside C	493.2275[M-H]-	C ₂₂ H ₃₈ O ₁₂
43	17.377	Rhodiioctanoside	469.2271[M+FA-H]-	C ₁₉ H ₃₆ O ₁₀
44	17.582	Kenposide A	493.2277[M+FA-H]-	C ₂₁ H ₃₆ O ₁₀
45	17.893	Luteolin 7-O- α -L-Rhamnoside	431.0972[M-H]-	C ₂₁ H ₂₀ O ₁₀
46	19.98	Creoside V	495.2437[M+FA-H]-	C ₂₁ H ₃₈ O ₁₀
47	21.42	Luteolin	285.0394[M-H]-	C ₁₅ H ₁₀ O ₆
48	27.617	12 β -Benzoyloxy-20-oxo-17 α -H-pregnen-(5)-diol-(3 β ,14 β);<br>'Benzoylramanon'	497.2591[M+FA-H]-	C ₂₈ H ₃₆ O ₅

Table S4. Compounds docking scores for SGK1 PDB models.

Compounds	SGK1 PDB models Glide score		
	2R5T	3HDN	3HDM
Herbacetin	-10.759	-10.338	-10.026
Rhodosin	-9.838	-10.422	-11.389
p-coumaric acid	-10.436	-6.221	-5.77
EMD638683	-7.742	-10.721	-10.564

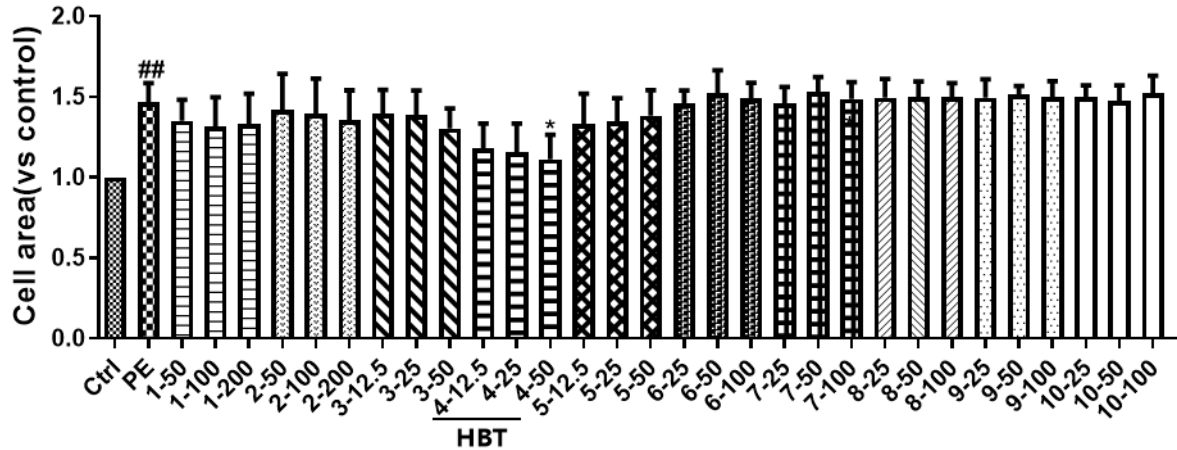

Figure S7. Screening active compounds of anti-hypertrophy from Ext.R. The number of 1-10 represent Salidroside, Tyrosol, Rhodosin, Herbacetin, Rhodionin, Rosiridin, Rosavin, Rosarin, p-coumaric acid and syringic acid. 4-12.5, 4-25, 4-50 respectively represent HBT (12.5 μ mol), HBT(25 μ mol) and HBT(50 μ mol). Data were analyzed using one-way ANOVA and data were expressed as means $\pm$ SD, ^{##} p <0.01 versus Ctrl group, ^{*} p <0.05 versus PE group.

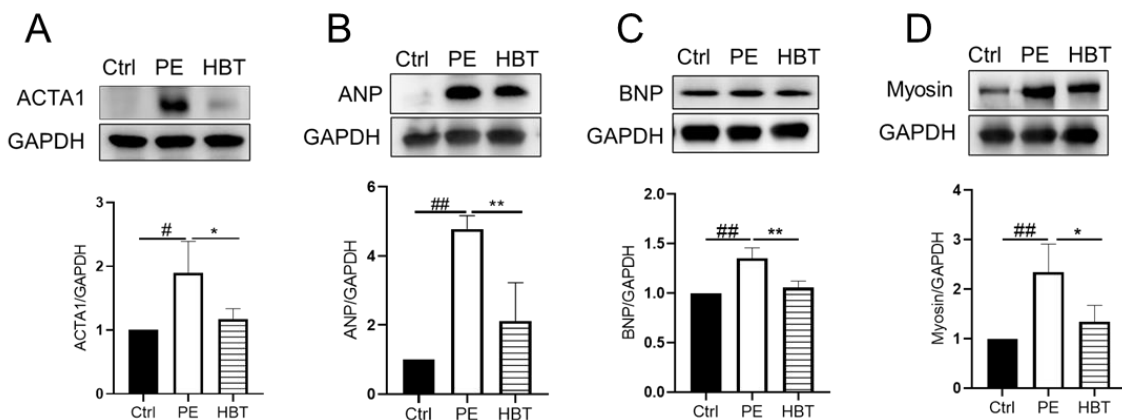

Figure S8. Western blot analysis of related proteins in PE-treated cardiomyocytes, n=3 independent experiments. Data were analyzed using one-way ANOVA and data were

expressed as means $\pm$ SD, $##p<0.01$ versus Ctrl group, $\#p<0.05$ versus Ctrl group, $**p<0.01$ versus PE group, $*p<0.05$ versus PE group.

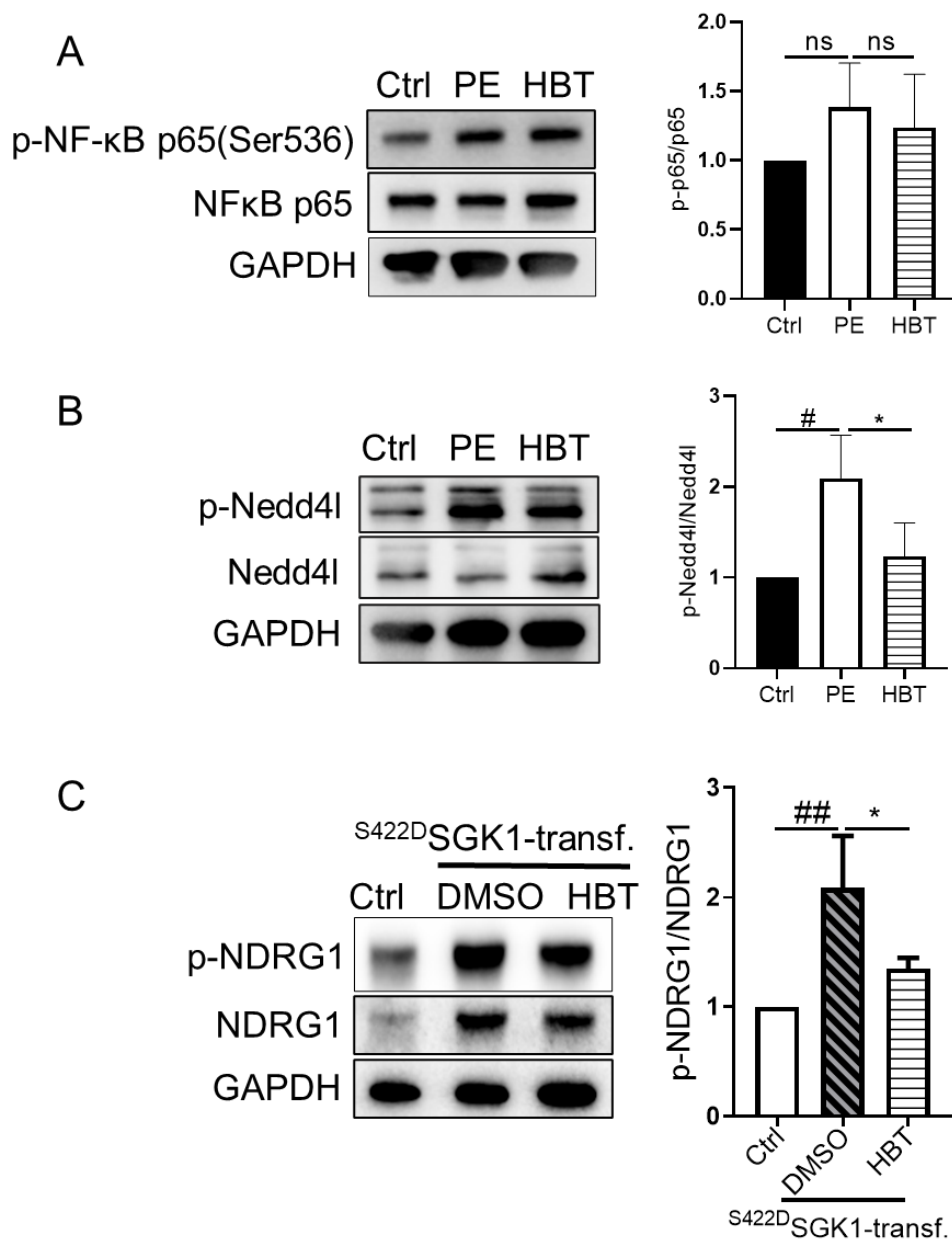

Figure S9. (A-B) Western blot analysis of related proteins (NF- κ B p65 and Nedd4l) in PE-treated cardiomyocytes (n=3). All data were analyzed using one-way ANOVA and data are expressed as means $\pm$ SD, $\#p<0.05$ versus Ctrl group, $*p<0.05$ versus PE group, ns: no significant. (C) Western blot analysis of NDRG1 in non-transfected (control adenovirus) and in S^{422D} SGK1-transfected primary cardiac myocytes treated with DMSO as solvent control (S^{422D} SGK1-transf. group) or HBT (50 μ mol, S^{422D} SGK1-transf.+HBT group), n=3 independent experiments. All data were analyzed using one-way ANOVA and data were

expressed as means $\pm$ SD, $###p<0.01$ versus Ctrl group, $*p<0.05$ versus S^{422D} SGK1-transf. group (DMSO as solvent control).

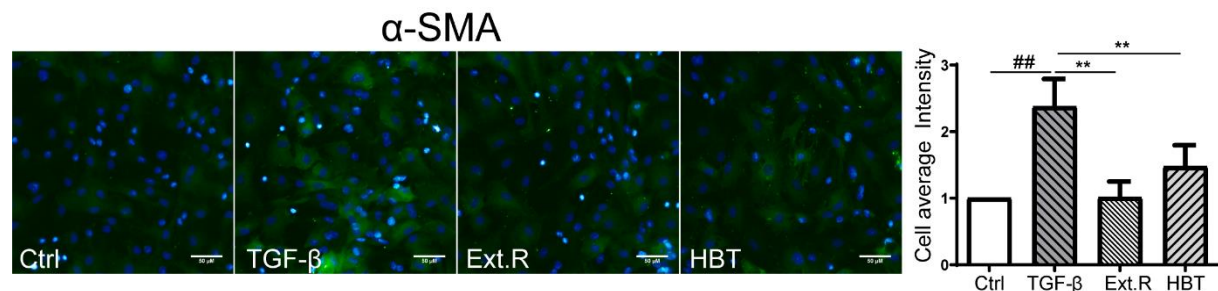

Figure S10. Immunofluorescent analysis of the expression of α -smooth muscle actin in cardiomyocytes. Cardiomyocytes were treated with 10 ng/ml transforming growth factor (TGF)- β 1 for 48 h. Green represents α -SMA and blue represents nuclei. Data were analyzed using one-way ANOVA and data were expressed as means $\pm$ SD, $###p<0.01$ versus Ctrl group, $**p<0.01$ versus TGF- β group.

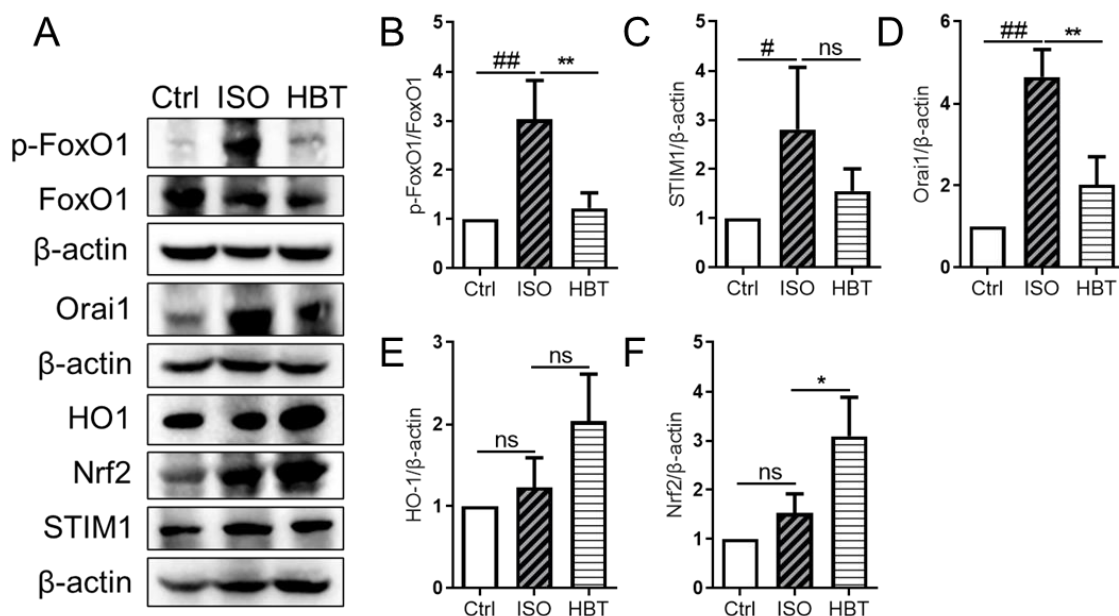

Figure S11. HBT blocked ISO-induced FoxO1 phosphorylation, oxidative stress, and calcium accumulation in vivo. Data were analyzed using one-way ANOVA and data were expressed as means $\pm$ SD, $###p<0.01$ versus Ctrl group, $**p<0.01$ versus ISO group, $*p<0.05$ versus ISO group, ns: no significant.

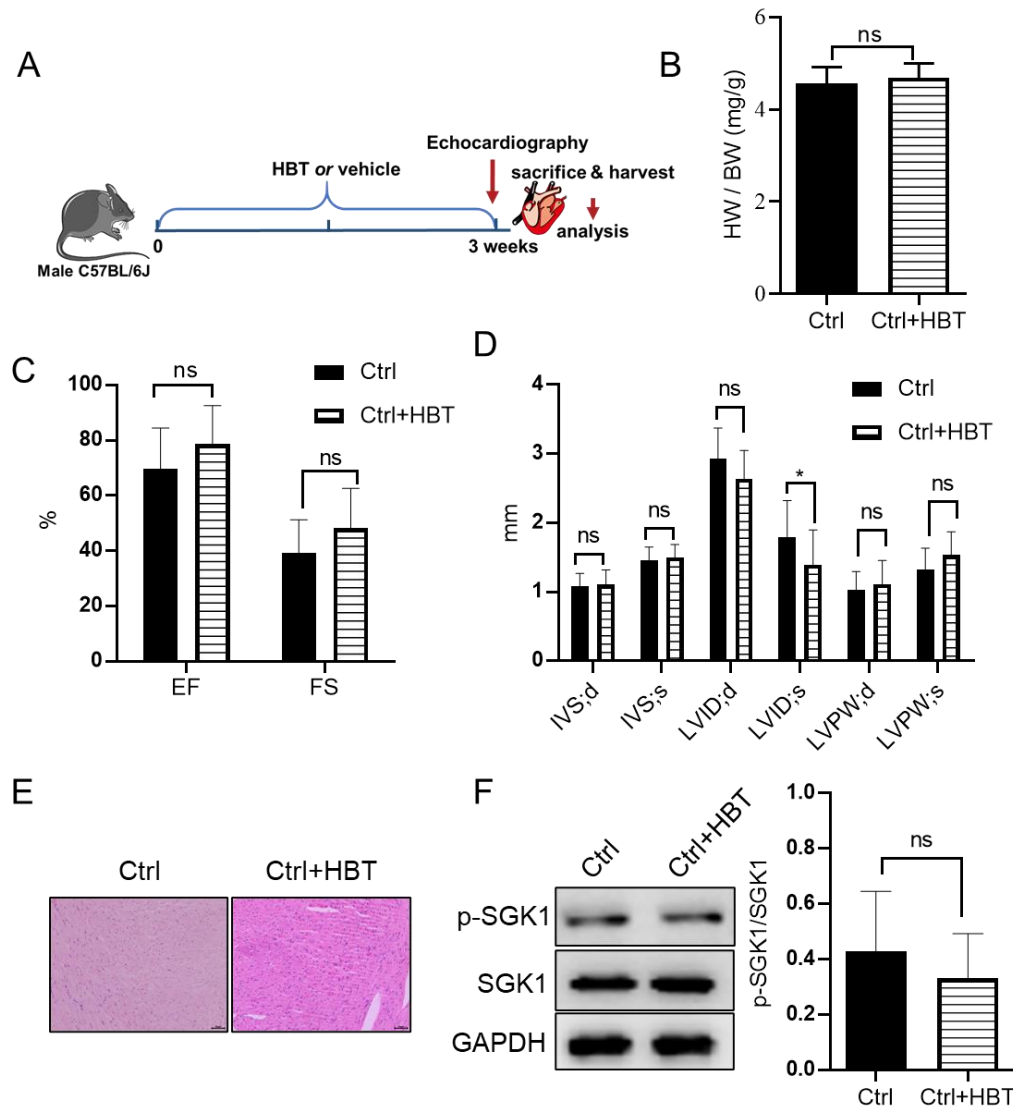

Figure S12. The mice were divided into two groups: Sham, Sham mice treated with HBT (Ctrl + HBT). (A) Schedule of animal treatments. (B) Heart weight/Body weight ratio (HW/BW) was detected in Ctrl and Ctrl + HBT group. (C-D) Echocardiography assessments were performed in the two groups. $n=10-12$. (E) HE in different groups of mice. $n=4$, Scale bar= $50\ \mu\text{m}$. (F) The phosphorylation level of SGK1 in myocardial tissues in the two groups (Ctrl, Ctrl + HBT), $n=4$. Data were analyzed using unpaired two-tailed t test and data were expressed as means $\pm$ SD, ns: no significant.

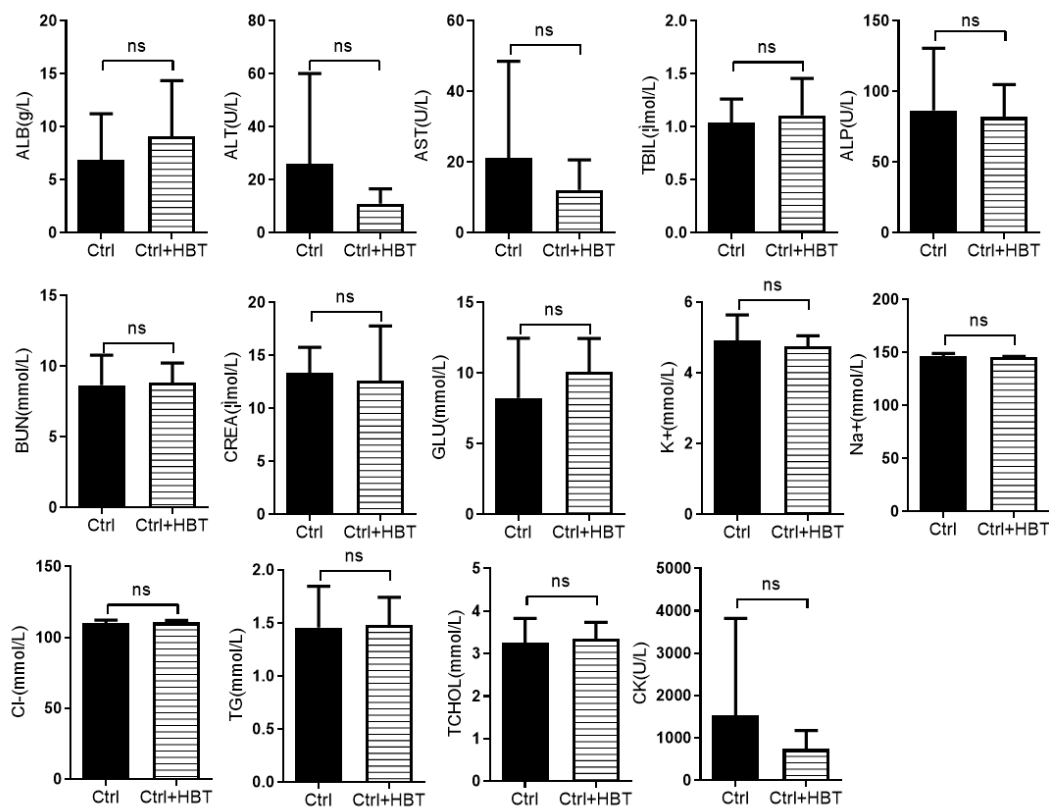

Figure S13. Serum level of biochemical markers in mice of Ctrl and Ctrl + HBT groups. Data were analyzed using unpaired two-tailed t test and data were expressed as means $\pm$ SD, ns: no significant.

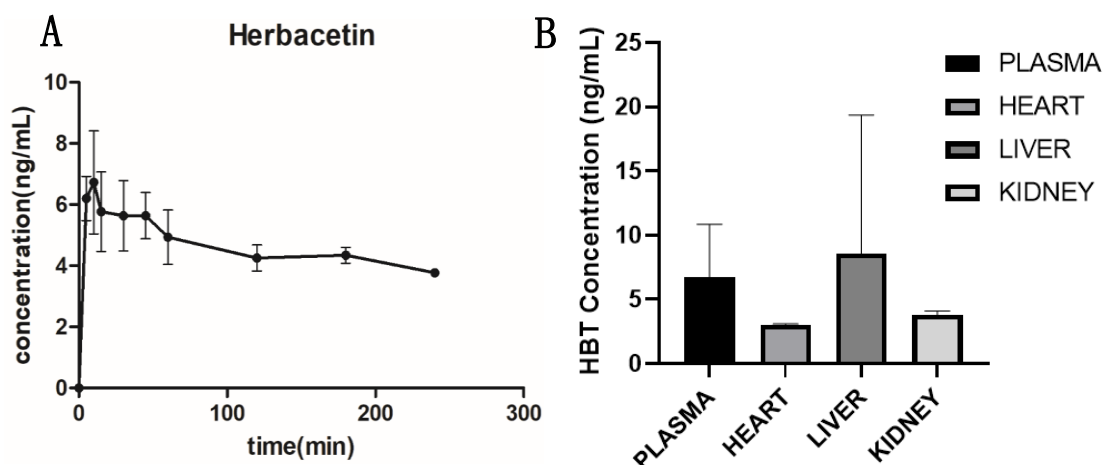

Figure S14. Plasma concentration (A) and *in vivo* distribution (B) of HBT after single oral administration with dosage of 40mg/kg rat weight (n=5-6). The quantitation of HBT was performed by LC-MS/MS analysis.

A

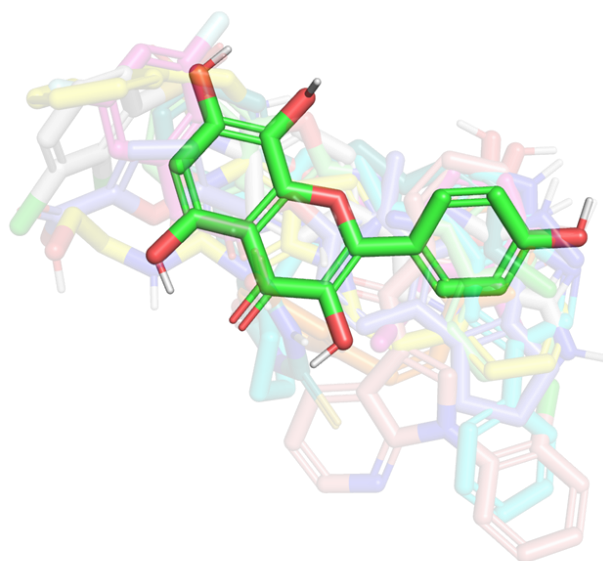

B

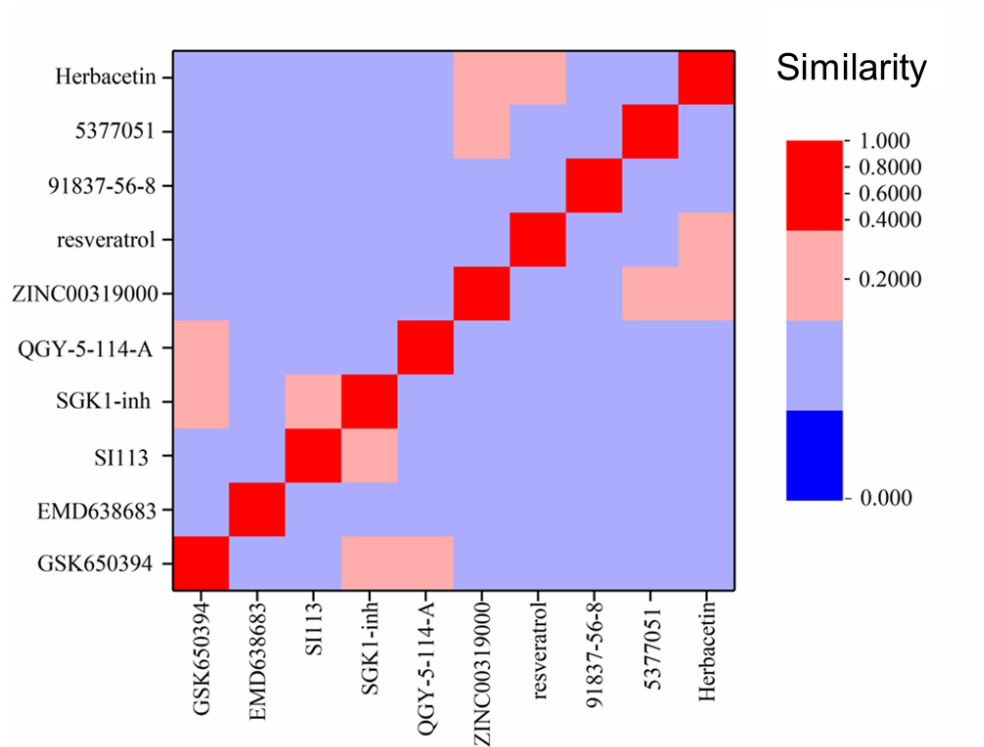

Figure S15. (A) Murcko scaffolds. (B) Molecular fingerprint similarity.

Table S5. Molecular Docking of 9 SGK1 inhibitors and HBT

Name	Predominant interactions	Key residues
GSK650394	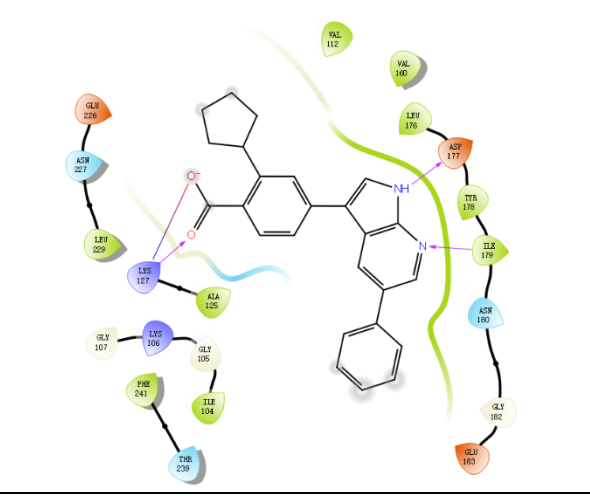	LYS127, ASP177,<br>ILE179
EMD638683	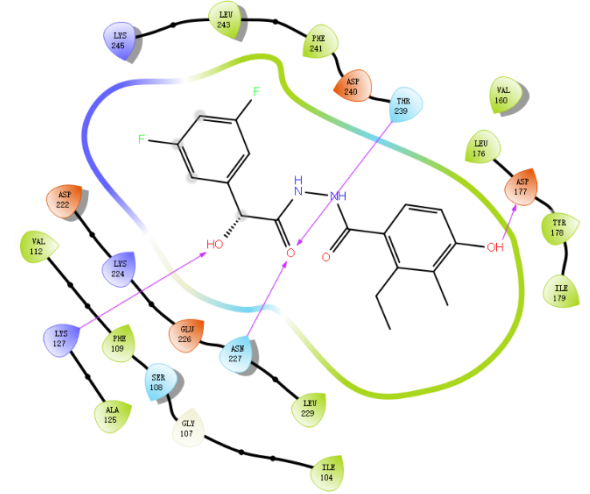	LYS127, ASN227,<br>THR239
SI113	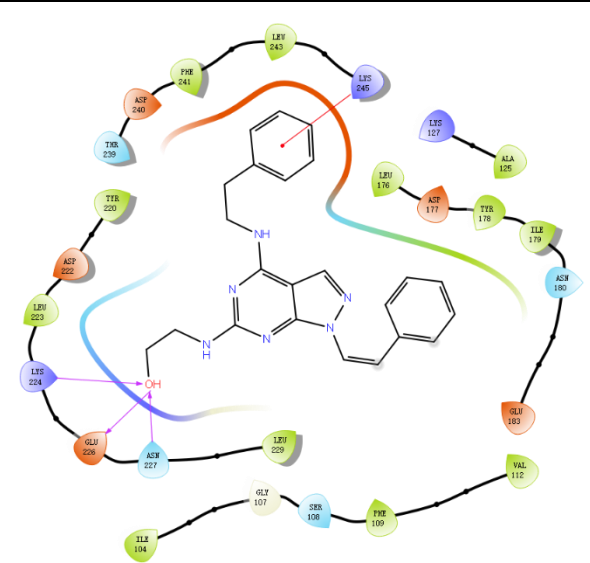	LYS224, GLU226,<br>ASN227, LYS245

SGK1-inh	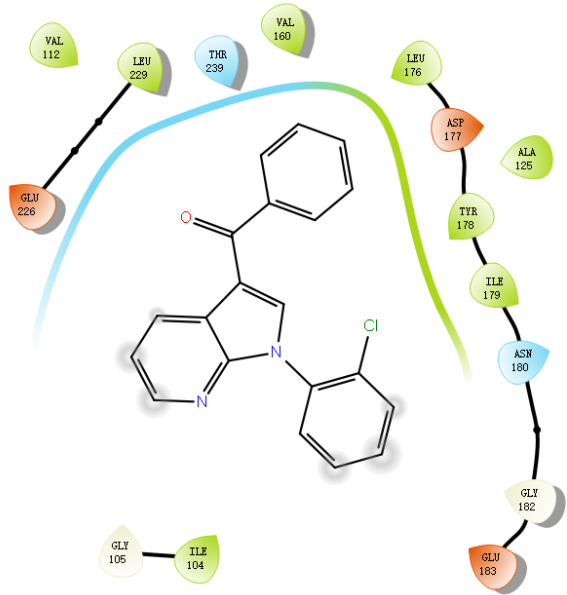	None
QGY-5-114-A	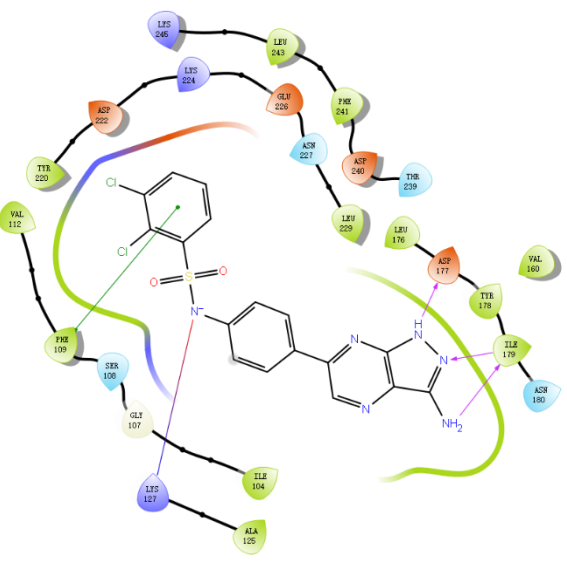	PHE109, LYS127,<br>ASP177, ILE179

ZINC0031900 0	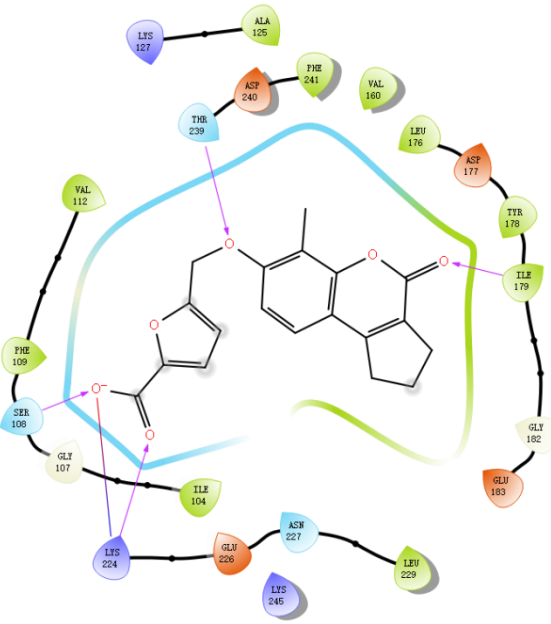	SER108, ILE179,<br>LYS224, THR239
Resveratrol	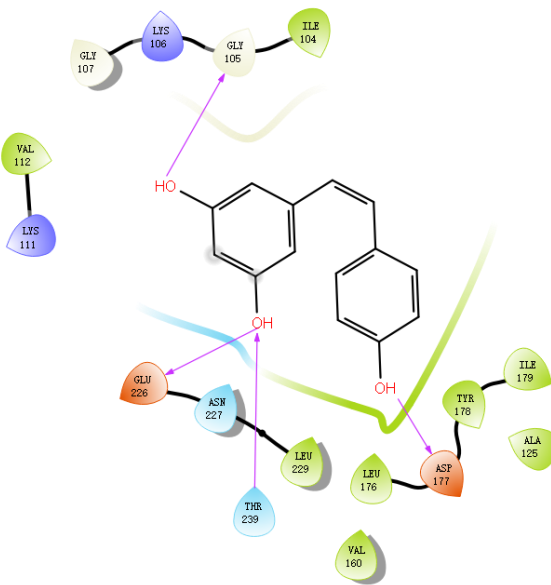	GLY105, ASP177,<br>GLU226, THR239
1H-indole-2,3-dione<br>3-(1,3-benzoxazol-2-ylhydrazine)	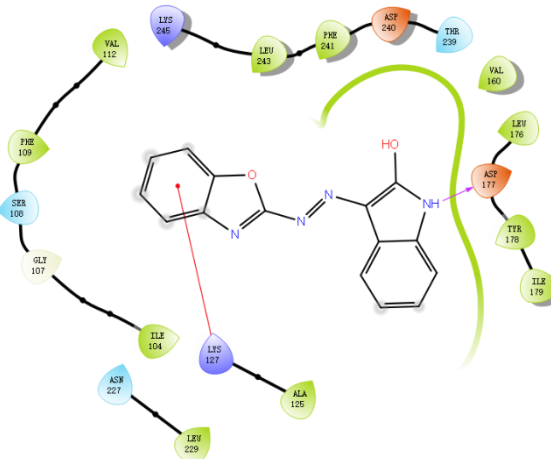	LYS127, ASP177

5377051	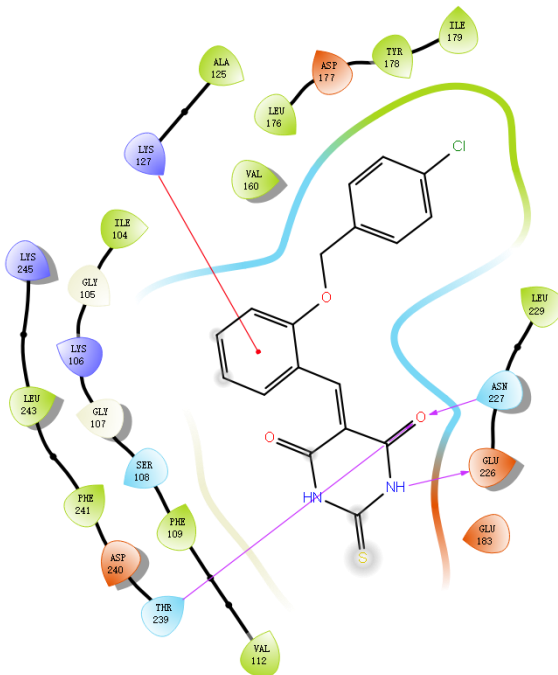	LYS127, GLU226,<br>ASN227, THR239
Herbacetin	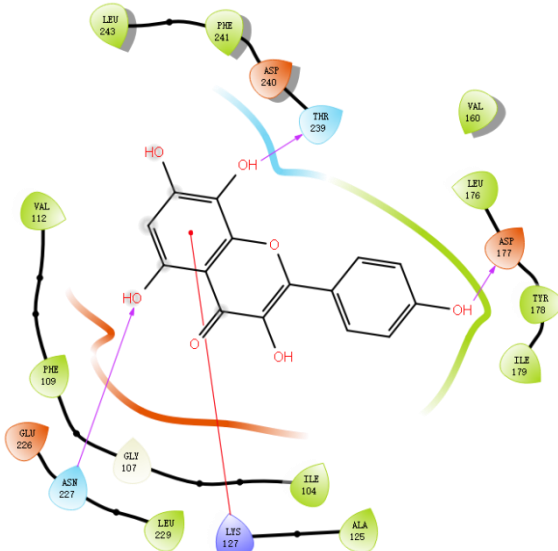	LYS127, ASP177,<br>ASN227, THR239

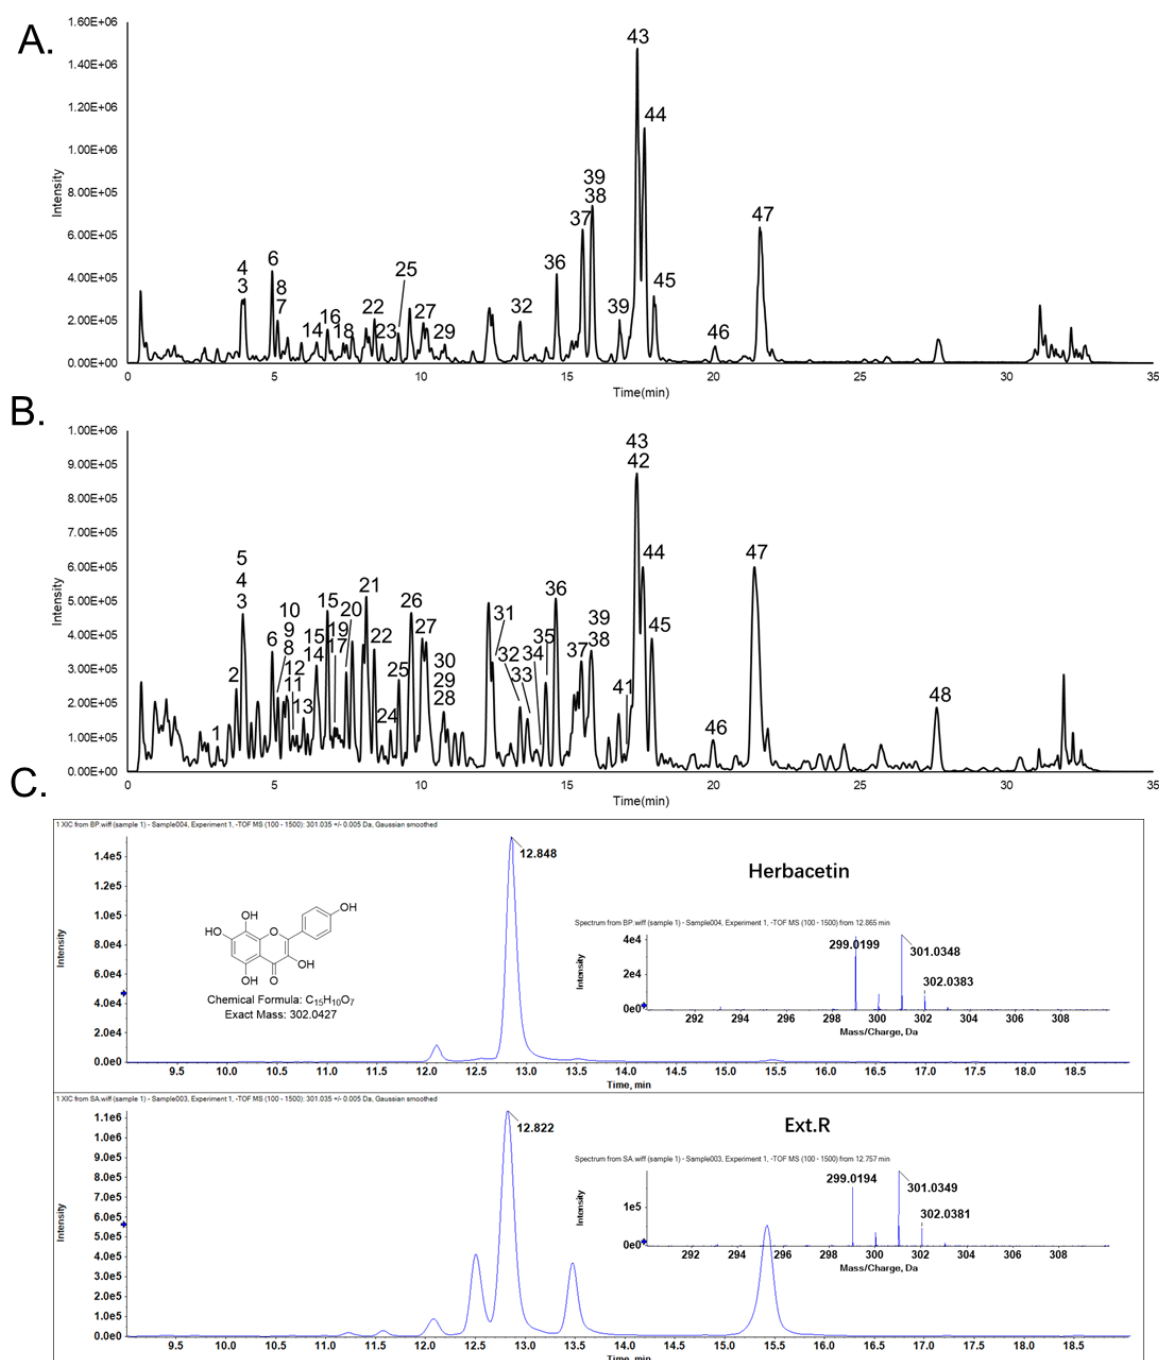

Figure S16. UPLC-Q-TOF-MS base peak intensity chromatograms of *Rhodiola* species. Total ion chromatogram positive mode (A); total ion chromatogram- negative mode (B), Herbacetin (C).

II. Supplementary methods

1. Reagents

Recombinant human SGK1 protein (ab60883) was obtained from Abcam. DCFH-DA and

Fluo-4 AM were obtained from Beyotime. SGK1 antibody and GAPDH antibody were obtained from Beyotime. FoxO1, Phospho-FoxO1 (Ser256), p44/42 MAPK (Erk1/2), Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204), Phospho-NF- κ B p65 (Ser536), NF- κ B p65, Phospho-GSK-3 β (Ser9), GSK-3 β , Phospho-NDRG1 (Thr346), NDRG1, Phospho-NEDD4L (Ser342), NEDD4L, HO-1, Nrf2 and MnSOD antibody were obtained from Cell Signaling. Phospho-SGK1(S422) antibody was obtained from Affinity. Orai1, STIM1, ACTA1 and FLAG antibody were obtained from Proteintech. BNP antibody was obtained from Abcam. ANP antibody was obtained from Santa Cruz Biotechnology. Myosin antibody was obtained from Sigma-Aldrich. Reference compounds were obtained from Shanghai Yuanye Biotechnology. Lipofectamine 2000 transfection reagent was purchased from Invitrogen. Protein A/G agarose was purchased from Beaver Biotechnology. Phenylephrine (PE) was obtained from Aladdin. Deionized water was prepared with an Elga PURELAB flex system (ELGA LabWater, UK).

2. Phalloidin Staining and Immunofluorescence

To determine phenylephrine-induced hypertrophy, Alexa Fluor 488 Phalloidin (Cell Signaling) was used to fluorescently stain the cytoskeleton by the binding of phalloidin to F-actin. In brief, cells were fixed for 15 min using 4% paraformaldehyde then rinsed three times in PBS. Following incubation of Alexa Fluor 488 Phalloidin and Hoechst for 15 min at room temperature, cells were rinsed once with PBS. Images were carried out using an ImageXpress Micro® Confocal High-Content Imaging System (Molecular Devices).

For immunocytochemistry, cells were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.1% Triton-X for 10 min at room temperature. After blocking with 5% BSA for 1 h, the cells were incubated overnight at 4 °C with rabbit anti-FoxO1 antibody and then with goat anti-rabbit AlexaFluor 488–conjugated antibody for 1 h at room temperature. Nuclei were stained with Hoechst. Images were acquired using a high-resolution laser confocal microscope (Leica) using an oil immersion A-Plan $\times 63$ objective.

3. ROS and Ca²⁺ Detection

ROS and Ca²⁺ levels were detected using DCFH-DA and Fluo-4 AM reagent (Beyotime) respectively according to the manufacturer's instructions. After incubated for 48 hours, the supernatant was removed and cells were washed with PBS for three times. 100 μ L DCFH-DA

or Fluo-4 AM working solution was added to each well and incubated at 37°C for 20 minutes. Then the cells were washed with PBS for 3 times and images were acquired using an ImageXpress Micro® Confocal High-Content Imaging System (Molecular Devices). The mean fluorescence intensity of cells positive for DCFH-DA or Fluo-4 AM staining was determined.

4. Histology and Immunohistochemistry (IHC)

At the end of the experiment, mice were sacrificed and the hearts were harvested, fixed in 4% formalin, and paraffin embedded. Fibrosis was detected with Masson's trichrome staining kit (Sigma) according to the manufacturer's protocol. SGK1 expression of cardiomyocytes was determined by staining cells with antibodies specific for SGK1.

5. RT-PCR of mRNA levels

RT-PCR was performed to validate DEGs in the FoxO signaling pathway in response to Ext.R and also HBT's effect on hypertrophic cardiomyocytes stimulated with phenylephrine. Total RNA isolation, reverse transcription and quantitative RT-PCR were performed using an Ultrapure RNA Kit, a HiFiScript First Strand cDNA Synthesis Kit, and an UltraSYBR Mixture Kit (CW BIO) respectively, according to the manufacturer's instructions. Relative target gene mRNA expression level was normalized to GAPDH. Primer sequences of genes used for RT-PCR analysis are given in **Table S6**.

6. Pharmacokinetics studies

Twelve male Sprague-Dawley rats, weighing 250 ± 10 g, were purchased from Huafukang biological technology (Beijing, China). All rats were kept at the animal center of Tianjin University of Traditional Chinese Medicine (TUTCM) where temperature and humidity were maintained at 25 ± 5 °C and $50 \pm 5\%$, respectively and a 12 h dark-light cycle. The animal study was strictly conducted following guidelines for the care and use of laboratory animals and the related ethical regulations of TUTCM. Rats were allowed free access to food and water and made to acclimatize for 7 days, and were abrosia for 12 hours before experiment. They were then randomly divided into two groups. All rats were orally administered 40 mg/kg herbacetin (0.5% CMCNa aqueous solution, 4 mg/mL) to determine pharmacokinetic

behavior of herbacetin and its tissue distribution separately. After treatment, about 200 μ L blood samples were drawn from suborbital venous of each rat into heparinized polythene tubes at 5, 10, 15, 30, 45, 60, 120, 180 and 240 min. The blood samples were then centrifuged at 7000 rpm for 10 min. In tissue distribution group, after administration for 15 min, animals were euthanized by chloral hydrate and tissues (kidney, heart and lung) were collected.

7. Western blot.

The proteins in the lysate were separated on 10% SDS polyacrylamide gels, transferred to PVDF membranes (Millipore, Boston, MA), and stained with the related primary antibodies (1:1000). Primary antibodies were stained with HRP-conjugated secondary antibodies and visualized with a chemiluminescence ECL Western-blotting system (Bio-Rad Laboratories, USA). The values of protein density were normalized to Sham group on the same membrane in Western blot analysis.

8. Statistical Analysis

The data were interpreted as means $\pm$ SD of three or more independent experiments. Statistical analysis with unpaired two-tailed t test for comparisons between two groups and one-way analysis of variance (ANOVA) and Dunnett correction for comparisons among more than two groups were carried out using GraphPad Prism (GraphPad Software, SanDiego, CA, USA). P-values less than 0.05 were considered statistically significant.

III. Supplementary tables for methods

Table S6. Sequences of primers used for RT-PCR analysis and plasmid constructions

Gene	Forward	Reverse
SGK1(Human)	GACTGTGGACTGGTGGTG	CAGGCTCTTCGGTAAACT
TNFSF10(Human)	GAGTATGAACAGCCCCT	GTTGCTTCTTCCTCTGGT
GABARAPL1<br>(Human)	TCTGGACAAGAGGAAGTACCTAGTGC	AGAATAAGGCGTCCTCAGGTCTCAG
GADD45A(Human)	TCGGCTGGAGAGCAGAAGACC	ACATCTCTGTCGTCGTCCTCGTC
BCL2L11(Human)	GAGATATGGATCGCCCAAGA	GTCTTCGGCTGCTTGGAAT
GAPDH(Human)	CAGGAGGCATTGCTGATGAT	GAAGGCTGGGGCTCATTT
ANP(Rat)	GGGAAGTCAACCCGTCTCA	GGCTCCAATCCTGTCAATCC
BNP(Rat)	TGGGCAGAAGATAGACCGGA	ACAACCTCAGCCCGTCACAG
GAPDH(Rat)	GACATGCCGCCTGGAGAAAC	AGCCCAGGATGCCCTTTAGT
Flag-SGK1(D177A)	Forward: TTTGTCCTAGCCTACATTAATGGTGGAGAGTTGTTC<br>Reverse: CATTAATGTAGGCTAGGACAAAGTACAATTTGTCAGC	
Flag-SGK1(N227A)	Forward: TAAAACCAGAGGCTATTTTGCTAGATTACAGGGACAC<br>Reverse: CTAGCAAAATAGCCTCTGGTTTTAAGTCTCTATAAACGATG	
Flag-SGK1(T239A)	Forward: CATTGTCCTTGCTGACTTCGGA CTCTGCAAG<br>Reverse: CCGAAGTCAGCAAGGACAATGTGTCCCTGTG

How the deposited data were processed for this re-analysis (not part of the article)

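Gene expression was measured in MCF-7 cells after 6 h on 6 Affymetrix human genome arrays, 3 with the Rhodiola extract (Extract 1 to 3) and 3 without it (Ctrl 1 to 3). The log2 values of 54613 probe sets per array were summarised per probe set and normalized between arrays by the authors, as deposited, with a method not given in the sources used here. Table S1 of the paper also calls them normalized, and its values, in all but 52 of its 367 lines, the part that was read, carry the same array labels. The values ranged from 2.18 to 14.6. Ctrl 3 had the lowest lower quartile (4.45) and the highest upper quartile (7.80). In the other arrays these lay from 4.53 to 4.56 and from 7.62 to 7.67. No array was left out, no probe set was filtered in the main comparison, and the table held 0 Affymetrix control probe sets. Arrays have no read depth, and their number, 3 per group, limits the precision.
Of the probe sets, 41091 carried 1 gene symbol, and those with several symbols or none listed were kept in the comparison of probe sets but left out of the comparison of genes. Symbols of 41037 probe sets were checked against current ones by Entrez identifier, and 0 changed. For each of 19775 genes, the probe set with the highest mean over the 6 arrays was used.
The groups were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a constant prior, Benjamini-Hochberg over all probe sets or all genes). A call needed an adjusted p under 0.05 and a fold of at least 2, as in the methods, which name no test for the arrays. In the text, a gene rose or fell if its adjusted p was under 0.05, and was called if its fold also was at least 2. It was lost in another setting if its adjusted p there was 0.05 or more. The standard errors are those of limma. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
A set of 21 gene lists with 521 genes, of which 486 were measured by a probe set of their own, was written from textbook knowledge before the data were examined, but after Table S1 had been read. The other 35, such as SGK3, PTEN, KRAS and AKT3, were left out of the list tests. Some genes belong to several lists, so results of lists that rest on the same genes are not separate. Table S1 holds calls from these same arrays, so neither the list tests nor counts of list members among called genes are independent evidence. Each list was tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with a correlation estimated from the data. It was also tested with fry, which asks whether the genes of a list move on balance in 1 direction and does not compare them with other genes, and with a one-sided Fisher's exact test of its members among the called genes, with all 19775 genes as background. Camera called 12 lists, 1 of them (the antioxidant genes of NRF2) also with an estimated correlation, while fry called 8 and Fisher's exact test 12.
The genes named were chosen by a rule written before the data were examined, but after Table S1 had been read: the 12 largest rises and 12 largest falls among called genes with no overlap between the groups, the genes that the paper names in this experiment, the FOXO and SGK genes, the 4 members of each list with the smallest adjusted p, and 13 genes of the paper's assays in cardiomyocytes and hearts or of its discussion of them. Other members of a list are named where 5 or fewer of them passed the test or as examples, and these were chosen after their values were seen.
The alternatives set before the data were examined were the unpaired two-tailed test that the statistics section of the paper names for 2 groups, with and without Benjamini-Hochberg adjustment, a trend and robust prior, array weights, the replicate number as a block, quantile normalization of the deposited values, centring on the 75th percentile, a filter on dim probe sets, leaving out probe sets that end in _x_at or _s_at, no fold minimum, the mean of all probe sets of a gene, and leaving out each array in turn. Leaving out Ctrl 3 and Extract 1 together, and averaging Extract 2 and Extract 3 into 1 sample, were added after the values were seen.
The calls were tested on simulated data with 54613 probe sets. Of those changed by 1.5, 2 or 3 on the log2 scale, 95.5%, 98.5% and 98.5% were recovered, with 1 false call. Changes between a fold of 2 and 1.5 on the log2 scale were not simulated, nor was an array that stood apart, so these shares do not hold for such cases. A simulated shift of 0.7 in the antioxidant genes of NRF2 was called by camera, with 0 of the other lists. The simulated genes were drawn without correlation between them, and on the measured arrays camera at the preset correlation also called 5 to 12 lists in each of the 9 other splits into 3 against 3. Those splits mix arrays of both groups on each side and so keep part of the difference between the groups. The connectivity map, KEGG, protein interaction and Ingenuity analyses of the paper, its polymerase chain reaction measurements and its experiments in mice, cardiomyocytes and patients were not analysed here.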

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

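The tests in this part of how Extract 1 stands apart from Extract 2 and Extract 3 were chosen only after the result was seen. Genes and lists outside those that the paper discusses in this experiment were higher with the extract than in Ctrl. Of these data, the paper discusses the FoxO genes and a search of the connectivity map for drugs with similar expression changes. The median log2 fold change was 0.58 for the genes of the ATF4 integrated stress response, 0.46 for the genes of the aryl hydrocarbon receptor, 0.35 for the antioxidant genes of NRF2 and 0.22 for the chaperones of the endoplasmic reticulum. With an estimated correlation in camera, only the NRF2 list still passed (adjusted p = 0.036). The adjusted p of the others was then 0.114 (ATF4), 0.093 (aryl hydrocarbon receptor) and 0.241 (endoplasmic reticulum). The 5 genes with the largest rises were CYP1A1 (log2 fold change 4.35), HMOX1 (3.12), ATF3 (2.58), SLC7A11 (2.48) and TIPARP (2.08). They were taken from called genes with no overlap between the groups, so their lack of overlap was a condition of the choice. Without Extract 1, ATF3 had 1.79, below SLC7A11 (2.70), ALDH1A3 (2.31), TIPARP (1.98) and CYP1B1 (1.98), among others, and ALDH1A3 lay above TIPARP. The size that a result needed to be listed here was set after the values were seen.
Of the 42 genes called higher, 15 (among them ATF3, DDIT3 and GADD45A) lay over 0.5 higher on the log2 scale in Extract 1 than in the mean of Extract 2 and Extract 3, and 4 (ALDH1A3, CYP1A1, CYP24A1 and SLC7A11) lay as far below it. A single factor on all changes from Ctrl in Extract 1 is argued against. The mean change of the immediate early genes was 6.16 times as large in Extract 1 as in the other extract arrays. That of the NRF2 genes was 1.09 times as large, a ratio of 5.66, where a single factor would give like values. The ratio cannot decide on a scaling that acts by signal level, which need not change all lists alike, and the immediate early list was the one that differed most. This test replaced an earlier one, in which the smaller side held 4 of 19 deviating genes (21.1%, against a bound of 20%). For the 4 genes below, Ctrl 1 also lay below the other Ctrl arrays (median deviation −0.85, and −0.85 in Extract 1; quartiles of the ratio 0.549 and 1.45), so a baseline shared by Ctrl 1 and Extract 1 may account for them, under bounds that were tightened after the values were seen. For the 15 genes above, the median deviation of Ctrl 1 was 0.19 against 0.88 in Extract 1 (quartiles of the ratio −0.00699 and 0.337), which leaves that explanation and a stronger response of the cells in Extract 1 open, and the latter was not tested.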

How the results depend on the processing

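The settings without Ctrl 3 and Extract 1 together, and with Extract 2 and Extract 3 as 1 sample, were chosen only after the result was seen. SGK1 was lower and passed the test in 14 of its 15 alternatives with an adjusted p, and the antioxidant genes of NRF2 were higher and passed in 18 of 18. The probe sets of TNFSF10 were lower in all of their 14 or 15 such alternatives and passed in 6 to 8 of them, and GADD45A was higher in 16 and passed in 9. In all, 89 values of counts stayed within 1.5 times and 22 did not. Of the values of genes and probe sets, 2119 kept their direction and side of the threshold, 408 no longer passed, 49 newly passed and 28 changed direction, and for lists these were 332, 28, 20 and 17. The sources used here give the arrays of the 2 groups no more than a shared number. The correlations across probe sets of the deviations of Ctrl and extract arrays of the same number from their group means were 0.472 for number 1, the highest of the 9 pairs across the groups, 0.0118 for number 2 and 0.227 for number 3. Ctrl 2 correlated best with Extract 3 (0.112) and Ctrl 3 with Extract 2 (0.290), so not every array went best with its own number. Extract 2 and Extract 3 were the closest pair of arrays, so these values do not settle whether arrays of the same number belong together. With the number as a block, limma called 414 probe sets, 123 higher and 291 lower, and results with the block are given as an alternative. Where an array is left out, its group has 2 arrays, and the spread is pooled over both groups. Arrays without detection calls give no signal over background, and the filter on dim probe sets stands in for it. It removed the SGK1 probe set, the 3 of TNFSF10, the GABARAPL1 probe set with a log2 fold change of 0.74 and the one shared with GABARAPL3, so signal over background was not shown for these. Probe sets left out by a filter gave no value under it, the methods' tests gave none for camera, and the fold minimum does not bear on single genes or lists. The cause was not tested where a value below no longer passed, newly passed, moved or changed direction, apart from settings that leave out arrays or probe sets.
With an estimated correlation in camera, the lists ATF4 integrated stress response 0.114, PI3K-Akt-mTOR 0.308, aryl hydrocarbon receptor 0.0930, cell division 0.114, endoplasmic reticulum chaperones 0.241, estrogen-induced 0.308, hypoxia 0.474, immediate early 0.474, interferon-induced 0.474, luminal breast 0.114 and other cell types 0.474 (adjusted p) no longer passed. With fry, the lists estrogen-induced 0.104, hypoxia 0.172, immediate early 0.198, interferon-induced 0.172 and other cell types 0.120 (adjusted p) no longer passed, the list steroid and xenobiotic metabolism 0.0177 (adjusted p) newly passed, and the lists glucocorticoid-induced 0.660 and p53 target 0.782 (adjusted p) changed direction. With the methods' unadjusted test, BCL2L11 0.57, 0.78 and 0.70 (log2 fold change) newly passed. With that test after Benjamini-Hochberg adjustment, BCL2L11 1.28, 1.19 and 0.49, GABARAPL1 0.74, GABARAPL3 and GABARAPL1 1.13, GADD45A 1.39, SGK1 −1.42 and TNFSF10 −2.50, −2.29 and −2.47 (log2 fold change) no longer passed, and differential probe sets came to 0, probe sets higher with the extract came to 0, probe sets lower with the extract came to 0, differential genes came to 9, genes higher with the extract came to 4 and genes lower with the extract came to 5. With a trend and robust prior, BCL2L11 1.19, GADD45A 1.39 and TNFSF10 −2.29 (log2 fold change) no longer passed, the list other cell types 0.0590 (adjusted p) no longer passed, BCL2L11 0.70 (log2 fold change) newly passed, and the list steroid and xenobiotic metabolism 0.0472 (adjusted p) newly passed. With array weights, the list other cell types 0.104 (adjusted p) no longer passed, BCL2L11 0.58 (log2 fold change) newly passed, the FoxO enrichment (p = 0.0258, adjusted p over the lists = 0.0451, Fisher's exact test) newly passed, and the list glucocorticoid-induced 0.935 (adjusted p) changed direction. With the replicate number as a block, BCL2L11 0.57, 0.78 and 0.70 (log2 fold change) newly passed, the list heat shock 0.0400 (adjusted p) newly passed, the FoxO enrichment (p = 0.0120, adjusted p over the lists = 0.0210, Fisher's exact test) newly passed, and the list p53 target 0.735 (adjusted p) changed direction. After quantile normalization, GABARAPL1 0.70 (log2 fold change) no longer passed, the list other cell types 0.0857 (adjusted p) no longer passed, FOXO1 −0.029 and ACTA2 0.014 (log2 fold change) changed direction, and the list p53 target 1.00 (adjusted p) changed direction. After centring on the 75th percentile, the list other cell types 0.0925 (adjusted p) no longer passed, the FoxO enrichment (p = 0.0252, adjusted p over the lists = 0.0407, Fisher's exact test) newly passed, ACTA2 0.015 (log2 fold change) changed direction, and the list glucocorticoid-induced 0.976 (adjusted p) changed direction. Without dim probe sets, the list other cell types 0.215 (adjusted p) no longer passed, BCL2L11 0.70 (log2 fold change) newly passed, the list steroid and xenobiotic metabolism 0.00667 (adjusted p) newly passed, and the lists adrenergic receptors 0.758 and p53 target 0.758 (adjusted p) changed direction. Without probe sets ending in _x_at or _s_at, the list other cell types 0.271 (adjusted p) no longer passed, BCL2L11 0.70 (log2 fold change) newly passed, and CMAHP 0.19, SELENOP 0.12, NFKBIA 0.022, UGT2B15 0.0019, ADRA1D −0.050, NEDD4L −0.11, COL3A1 0.040 and IFI44 0.077 (log2 fold change) changed direction. With no fold minimum, the FoxO enrichment (p = 2.8e-05, adjusted p over the lists = 1.2e-04, Fisher's exact test) newly passed, and differential probe sets came to 2507, probe sets higher with the extract came to 819, probe sets lower with the extract came to 1688, differential genes came to 1295, genes higher with the extract came to 483 and genes lower with the extract came to 812. By the mean of all probe sets, the list other cell types 0.114 (adjusted p) no longer passed, GABARAPL1 0.53 (log2 fold change) newly passed, the FoxO enrichment (p = 0.00108, adjusted p over the lists = 0.00380, Fisher's exact test) newly passed, and differential genes came to 81 and genes lower with the extract came to 45. Without both Ctrl 3 and Extract 1, BCL2L11 0.42 and TNFSF10 −2.06, −1.78 and −2.14 (log2 fold change) no longer passed, the list other cell types 0.247 (adjusted p) no longer passed, BCL2L11 0.49 (log2 fold change) newly passed, the list circadian clock 0.00764 (adjusted p) newly passed, the lists glucocorticoid-induced 0.973 and p53 target 0.932 (adjusted p) changed direction, and probe sets lower with the extract came to 132 and genes lower with the extract came to 55. With Extract 2 and Extract 3 as 1 sample, BCL2L11 1.44, 1.38 and 0.54, GABARAPL1 0.68, GADD45A 1.60 and TNFSF10 −2.57, −2.39 and −2.55 (log2 fold change) no longer passed, the list other cell types 0.0535 (adjusted p) no longer passed, the lists heat shock 0.0344 and steroid and xenobiotic metabolism 0.0422 (adjusted p) newly passed, FOXO1 −0.0081 and ACTA2 0.030 (log2 fold change) changed direction, and the list p53 target 0.527 (adjusted p) changed direction. Among the other genes that were followed, these losses were found in the settings that keep all arrays and use limma. With a trend and robust prior, ATF3 0.114, RASD1 0.104, CYP24A1 0.0915, ALDH1A3 0.114, EPHA3 0.0640, JUN 0.0779, DDIT4 0.0845 and BHLHE40 0.0863 (adjusted p) no longer passed. With array weights, AKR1C1 0.0594 and AKR1C2 0.0619 (adjusted p) no longer passed. After quantile normalization, RBL2 0.0684, AKR1C1 0.0595 and AKR1C2 0.0522 (adjusted p) no longer passed. After centring on the 75th percentile, NFE2L2 0.0600, JUNB 0.0661, JUN 0.0621, TP53INP1 0.0543, GLUL 0.0549, RIGI 0.0653, MAP1LC3B 0.0528, RBL2 0.0950, AKR1C1 0.0730, AKR1C2 0.0657 and IFI44 0.0904 (adjusted p) no longer passed. Without probe sets ending in _x_at or _s_at, ATF3 0.138, GDF15 0.583, RGCC 0.662, EPHA3 0.698, HERPUD1 0.366, JUN 0.153, CENPF 0.415, GLUL 0.603, RIGI 0.180 and AKR1C2 0.553 (adjusted p) no longer passed. By the mean of all probe sets, ATF3 0.0731, ALDH1A3 0.0694, SLC1A2 0.0592, SELENOP 0.0735, SESN3 0.371, ERBB3 0.164, NFE2L2 0.0595, HERPUD1 0.0735, MYB 0.733, RET 0.0679, JUN 0.0699, TP53INP1 0.148, CENPF 0.0679, NFKBIA 0.0805, VEGFA 0.0648, BHLHE40 0.0629, IFIH1 0.804, RIGI 0.0876, UGT2B15 0.120, ADRB1 0.331, ESR1 0.381, BCL2 0.0825, MAP1LC3B 0.0829, ADCY9 0.0576 and IFI44 0.329 (adjusted p) no longer passed.
When each array was left out in turn, log2 fold changes of probe sets ranged from 0.97 to 1.47 for BCL2L11, 0.82 to 1.39 for BCL2L11, 0.40 to 0.56 for BCL2L11, −0.043 to 0.14 for FOXO3, −0.018 to 0.13 for FOXO3B and FOXO3, −0.058 to 0.090 for FOXO3B and FOXO3, −0.041 to 0.062 for FOXO3B and FOXO3, 0.60 to 0.86 for GABARAPL1, 0.96 to 1.61 for GADD45A, −0.099 to 0.063 for FOXO1, −3.11 to −2.18 for TNFSF10, −2.92 to −1.98 for TNFSF10, −3.04 to −2.09 for TNFSF10, 0.51 to 0.93 for BCL2L11 and 0.48 to 0.82 for BCL2L11, and those of genes from 0.96 to 1.61 for GADD45A, 0.40 to 0.56 for BCL2L11, −0.049 to 0.22 for SOD2, −0.18 to 0.080 for ACTA2, −2.92 to −1.98 for TNFSF10, −0.015 to 0.077 for NEDD4L, −0.014 to 0.11 for STIM1, 1.79 to 3.00 for ATF3 and 0.52 to 1.16 for NDRG1. The lists' adjusted p from camera ranged from 0.0429 to 0.358 for FoxO signaling, 0.358 to 0.828 for FoxO target genes, 0.0283 to 0.837 for heat shock, 0.451 to 0.937 for p53 target, 0.0350 to 0.189 for steroid and xenobiotic metabolism, 0.0291 to 0.189 for other cell types and 0.488 to 0.937 for glucocorticoid-induced. The counts ranged from 60 to 108 for probe sets higher with the extract, 26 to 45 for genes higher with the extract, 215 to 377 for differential probe sets, 119 to 287 for probe sets lower with the extract, 86 to 149 for differential genes and 48 to 113 for genes lower with the extract.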

Differences from the paper's values

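The alternatives named here were set before the data were examined unless stated. At the thresholds of the paper's methods (fold of at least 2, corrected p under 0.05), limma called 346 probe sets, 103 of them higher, and the paper's values are 367 and 109, which are within 1.5 times of these. The unpaired test that the paper's statistics section names, unadjusted, reached 367 and 109, and included all 346. After Benjamini-Hochberg adjustment it called 0 probe sets, with a lowest adjusted p of 0.0701. All but 52 of the 367 lines of Table S1 were read, and in each of these the paper's p equals the unadjusted p of that test and the paper's fold equals the one here, each within 1%, while limma called 297 of them.
The paper states that GABARAPL1 was upregulated, and reports that quantitative polymerase chain reaction verified the change, a measurement not analysed here. On the arrays, the probe sets of GABARAPL1 alone had log2 fold changes of 0.74, which passed the test, and 0.32, which did not. Neither reached a fold of 2, while the probe set shared with GABARAPL3 did (log2 fold change 1.13). By the mean of its own probe sets, GABARAPL1 had a log2 fold change of 0.53 and passed the test (adjusted p = 0.0390 from limma). SGK1 and TNFSF10 were lower and GADD45A and BCL2L11 higher, as the paper states.
The paper lists FoxO signaling among the most affected KEGG pathways. Among the 21 lists here, which are not the KEGG sets, its enrichment among called genes had an adjusted p of 0.064 by Fisher's exact test and its shift an adjusted p of 0.083 by camera. This enrichment used 1 probe set per gene, so it did not count BCL2L11, of which 2 of 7 probe sets were called. It also left out probe sets shared between genes, such as the called ones of SGK3 and GABARAPL1, and so is not a repeat of the paper's test. The enrichment passed at an adjusted p under 0.05 with no fold minimum, array weights, the replicate block, centring on the 75th percentile and the mean of all probe sets, and not in the other 14 of 19 alternatives, which include 2 that were chosen after the values were seen.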

Other observations

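The test of Ctrl 3 in this part and the settings without Ctrl 3 and Extract 1 or with Extract 2 and Extract 3 as 1 sample were chosen only after the result was seen. Of 20 chaperones and other stress genes of the endoplasmic reticulum, 5 rose and none fell, with 5 higher when adjusted over the list alone: DNAJB9, a co-chaperone of the unfolded protein response (log2 fold change 1.41), the sensor kinase ERN1 (0.64), the chaperone HSPA5 (0.55), HERPUD1 (0.54) and MANF (0.42). The list was higher at an adjusted p of 9.1e-06 from camera, and at an adjusted p of 0.241 with an estimated correlation. HSPA5 was lost without Ctrl 2, Extract 2 or Extract 3 (adjusted p from limma of 0.0506 to 0.0607), HERPUD1 when any array but Ctrl 3 was left out (0.0603 to 0.103) and MANF when any array but Ctrl 1 was left out (0.091 to 0.126). Of 22 genes induced by interferon, 6 fell and none rose, with 7 lower when adjusted over the list alone. The antiviral proteins IFIT1 (log2 fold change −1.17) and IFIT3 (−0.78) and the RNA sensor IFIH1 (−0.74) were among them, as was TNFSF10, and IFIT3 was lost without Ctrl 2 or Ctrl 3 (adjusted p from limma of 0.0535 to 0.0615), IFIH1 by the mean of its probe sets (0.804). The list was lower at an adjusted p of 0.00716 from camera and 0.474 as the adjusted p with an estimated correlation, with a median log2 fold change of −0.01, a mean of −0.28 and means per array of 0.01 in Extract 1, −0.43 in Extract 2 and −0.42 in Extract 3. Of 14 luminal breast genes, the estrogen receptor ESR1 (log2 fold change −0.56), TFAP2C (−0.64) and ERBB3 fell and none rose, with 5 lower when adjusted over the list alone, at an adjusted p of 0.00135 from camera and an adjusted p of 0.114 with an estimated correlation. ESR1 was lost without Extract 2 or Extract 3 (adjusted p from limma of 0.0501 to 0.0509) and by the mean of its probe sets (0.381), and TFAP2C without Ctrl 2, Ctrl 3 or Extract 3 (0.0521 to 0.0712).
Of 24 hypoxia genes, 4 rose (the growth factor VEGFA, log2 fold change 1.06, ALDOC, 0.67, BHLHE40 and DDIT4) and none fell, with 7 higher when adjusted over the list alone, at an adjusted p of 3.2e-04 from camera and an adjusted p of 0.474 with an estimated correlation. Of 29 immediate early genes, JUN (log2 fold change 0.83), ATF3 and MYC rose and JUNB (−0.49) fell, with 7 higher and 1 lower when adjusted over the list alone, at an adjusted p of 7.9e-05 from camera and an adjusted p of 0.474 with an estimated correlation. Both lists had their largest means in Extract 1. VEGFA was lost without Ctrl 1, Ctrl 2, Ctrl 3 or Extract 2 (adjusted p from limma of 0.0526 to 0.0969) and by the mean of its probe sets (0.0648), ALDOC without Ctrl 2 or Extract 3 (0.058 to 0.0604), and JUN (0.0551 to 0.146) and JUNB (0.0597 to 0.121) without any array but Extract 1. Heat shock (0 of 14 passed, adjusted p = 0.133 from camera), NF-kB target (1 of 14, NFKBIA, fell by 0.60; 0.619), p53 target (25 measured, GDF15 and GADD45A rose, TP53INP1 fell by 0.66; 0.953), glucocorticoid-induced (14 measured, SGK1, NFKBIA and GLUL fell; 0.826) and adrenergic receptor genes (1 of 8, ADRB1, rose by 0.44; 0.167) did not pass camera as lists. Of these 5 lists, the p53 targets were enriched among the called genes (GADD45A and GDF15, against 0.17 drawn, one-sided Fisher's exact test, adjusted p = 0.0263), but not when any array but Extract 2 was left out (0.237 to 0.281). GADD45A also belongs to both FoxO lists, and GDF15 to the list of the ATF4 integrated stress response. When adjusted over the list alone, 0 heat shock genes passed, 1 NF-kB target was lower, 3 p53 targets were higher and 2 lower, 1 glucocorticoid-induced gene was higher and 3 lower, and 1 adrenergic receptor gene was higher and 1 lower. The p53 list had a median log2 fold change of −0.02, a mean of 0.17 and a lower direction in camera, and the glucocorticoid list a median of 0.20 with 3 members lower and opposite directions in camera and fry. NFKBIA was lost without Ctrl 2, Ctrl 3, Extract 2 or Extract 3 (0.0508 to 0.0709), TP53INP1 (0.0661 to 0.0902) and ADRB1 (0.0596 to 0.111) when any array but Ctrl 1 was left out, and GLUL when any array but Extract 2 was left out (0.0506 to 0.121), each as an adjusted p from limma. In cardiomyocytes and hearts, the paper measured the genes below as proteins or their phosphorylation, with the extract or with herbacetin. The values here are transcript levels of another cell type and do not test those results. Of 12 of the genes that the paper measured in cardiomyocytes and hearts, HMOX1 rose by 3.12 in MCF-7 cells (adjusted p = 3.1e-04 from limma), NFE2L2 rose by 0.46 (adjusted p = 0.0439 from limma, but 0.070 to 0.129 without any 1 array), GSK3B fell by 0.57 (adjusted p = 0.0128 from limma), BCL2 fell by 0.92 (adjusted p = 0.0174 from limma; 0.0681 and 0.0714 without Ctrl 2 or Ctrl 3, and 0.0825 by the mean of its probe sets), and the other 8 did not pass the test: NDRG1 had a log2 fold change of 0.93 (adjusted p = 0.113 from limma; without Extract 1 it had 0.52 and passed, at 0.0235), BCL2L1 −0.25, COL3A1 −0.12, ORAI1 0.08, SOD2 0.06, STIM1 0.05, NEDD4L 0.03 and ACTA2 −0.04.
More probe sets were called lower (70.2%) than higher. A shift of whole arrays in the authors' normalization is argued against as the whole cause, since the lower share was 63.3% after centring on the 75th percentile. This centring moved Ctrl 3, the array with the highest upper quartile, most (0.122 on the log2 scale). Quantile normalization moved no array by more than 0.0040 on average (lower share 67.8%) and is no test of such a shift. Without Ctrl 3 it was 55.3%, and 66.7% to 76.1% without any 1 other array, so the excess depends on Ctrl 3 in part, and a property of that array cannot be told apart from a response of the cells at 3 arrays per group. A biological explanation was not tested.
Of the probe sets called lower, 24.3% had no gene symbol listed, against 12.6% of those called higher (Fisher's exact test, two-sided, p = 0.0141). Probe sets called lower were also dimmer (median level 6.74 against 7.69), and probe sets of the same levels had no symbol in 17.1% and 12.4%, a comparison chosen after the values were seen, so the level may account for part of the difference.
The 6 arrays make 10 splits into 3 against 3, too few for a share under 0.05. Each of the other splits mixes arrays of both groups on each side. Part of the difference between the groups therefore stays in them and the rest adds to their spread, so they do not show data without an effect. The real split gave 346 probe sets and 135 genes by limma and the highest of the other splits 0 and 0, so 1 split was as large for each. Camera called 12 lists in the real split and 5 to 12 in each of the others (12 for Ctrl 1, Extract 2 and Extract 3 against the rest), so 2 splits were as large, and a list past camera at the preset correlation does not by itself set the real split apart from the others.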
